# Epigenetic context defines the transcriptional activity of canonical and noncanonical NF-κB signaling in pancreatic cancer

**DOI:** 10.1038/s41420-026-03019-9

**Published:** 2026-03-17

**Authors:** Joana E. Aggrey-Fynn, Joshua Busch, Dominik Saul, Ashish Rajput, Kerstin Willecke, Meghana Manjunath, Nicole Klimt, Kothai Rajendran, Nadine Schacherer, Wanwan Ge, Julia Thiel, Amro Abdelrahman, Mark J. Truty, Meng Dong, Steven A. Johnsen

**Keywords:** Pancreatic cancer, Transcriptional regulatory elements

## Abstract

NF-κB signaling can be subdivided into canonical and noncanonical pathways, culminating in the transcriptional activity of RELA and RELB, respectively. However, the upstream signals that activate these transcription factors and their specific regulatory roles in pancreatic ductal adenocarcinoma (PDAC) remain incompletely understood. We investigated the differential activation and function of RELA and RELB in PDAC using transcriptome-wide gene expression profiling, genome-wide occupancy mapping, and epigenomic analysis. Temporal activation patterns were assessed following TNFα or TWEAK stimulation. Single-cell RNA sequencing and multiplex immunofluorescence staining were used to characterize activity in primary PDAC tissues. Motif enrichment and chromatin accessibility were evaluated to determine transcription factor binding dynamics and co-regulatory associations. We demonstrate that TNFα is the primary activator of canonical NF-κB signaling via RELA, while TWEAK selectively engages noncanonical signaling through RELB in PDAC. RELA and RELB display distinct temporal dynamics and regulatory activity. RELA binds to both open and closed chromatin and drives a broad transcriptional program, while RELB exclusively occupies pre-accessible chromatin regions co-enriched for AP1 motifs. Motif analysis reveals a particularly strong association of RELB with AP1 elements, suggesting selective co-regulation. Single-cell transcriptomic analysis and multiplex staining in primary tumors reveal distinct spatial and cellular distribution patterns, with RELA and RELB active in separate tumor and microenvironmental compartments. These findings underscore the distinct and complementary roles of TNFα and TWEAK in regulating NF-κB signaling in PDAC. TNFα engages a broader transcriptional program via RELA, whereas TWEAK targets a more selective set of genes marked by chromatin accessibility and AP1 co-binding through RELB. This study provides critical insight into the regulatory dynamics of NF-κB signaling in pancreatic cancer and highlights the specialized functions of RELA and RELB in modulating gene expression and tumor-microenvironment interactions.

## Introduction

The nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) signaling pathway is a pivotal regulator of diverse cellular processes, contributing to cancer development and progression. Activation of NF-κB is frequently observed in pancreatic ductal adenocarcinoma (PDAC), where it is associated with aggressive disease. Studies from our lab and others have linked NF-κB activation to oncogenic KRAS signaling and chronic inflammation, driving enhanced survival signaling, tumor growth, metastasis, and therapy resistance [1–5]. Over 70% of PDAC tumors exhibit aberrant NF-κB activity, correlating with poor prognosis, underscoring its role in regulating key aspects of PDAC progression [1, 6, 7].

The NF-κB family comprises several members that form distinct dimers and can be divided into two separate signaling pathways referred to as canonical and noncanonical [8–10]. The canonical pathway is activated rapidly by external stimuli, such as the pro-inflammatory cytokine TNFα, through phosphorylation and activation of the IκB kinases (IKKs) [11, 12]. This leads to proteasomal degradation of inhibitory IκB proteins and nuclear translocation of RELA/p50 dimers. The resulting activation is rapid and transient as it simultaneously triggers the expression of negative regulators, including IκBα, A20, and p105, which establish a negative feedback loop [13–15]. In contrast, the noncanonical pathway is slower, relying on the stabilization of NF-κB-inducing kinase (NIK) following degradation of TNFR-associated factor 3 (TRAF3). This allows for the proteasome-dependent proteolytic processing of p100 to p52, releasing RELB/p52 dimers for transcriptional activation [16, 17] (Fig. 1A). While the canonical pathway drives inflammation, immunity, and cell survival, the noncanonical pathway has been implicated in lymphoid development, organogenesis, and sustained immune regulation [9–11, 13, 18].

**Fig. 1:**
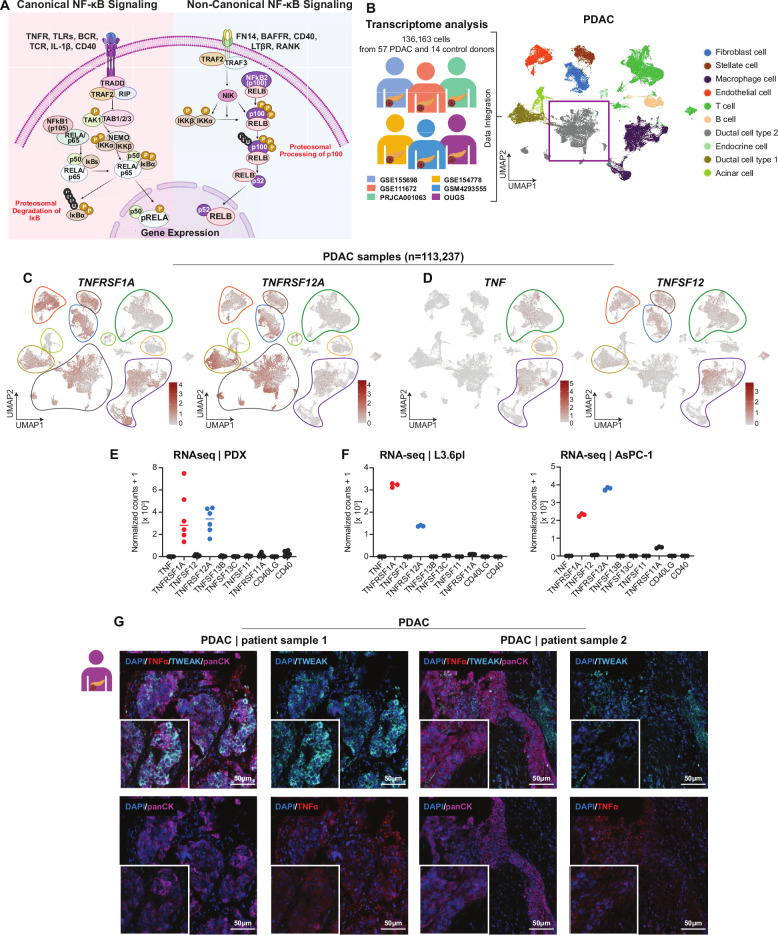
TNFα receptor (*TNFRSF1A*) and TWEAK receptor (*TNFRSF12A*) are the most expressed NF-κB receptors in PDAC. **A** Schematic representation of canonical and noncanonical NF-κB signaling pathways, illustrating their respective ligand-receptor interactions and downstream activation mechanisms. **B** Overview of published scRNA-seq datasets (left) and uniform manifold approximation and projection (UMAP) (*right*) of six scRNA-seq datasets from PDAC patients (*n* = 136,163 cells, *n* = 57 donors, *n* = 14 healthy controls). Cells are colored according to their respective subsets, depicting the cellular landscape of PDAC. **C**, **D** UMAP plots showing the expression patterns of TNFαR (*TNFRSF1A*) and TWEAKR (*TNFRSF12A*) alongside their respective ligands TNFα (*TNF*) and TWEAK (*TNFSF12*), highlighting their distinct distribution across cell populations. **E**, **F** Bar graphs displaying normalized count values for NF-κB pathway receptors and ligands, derived from RNA-seq data from patient-derived xenografts (PDXs) and PDAC cell lines, demonstrating TNFαR and TWEAKR as the most highly expressed NF-κB receptors in these models. **G** Multiplex immunofluorescence staining of PDAC tumor samples showing TNFα (red), TWEAK (cyan), and cytokeratin (pan) (purple), providing spatial localization of NF-κB ligands within the tumor microenvironment. Scale bar represents 50 μm (inserts: 20 μm).

Recent studies have shown that the traditional binary model of NF-κB signaling, where canonical and noncanonical pathways activate distinct transcriptional effectors, is overly simplistic. Instead, both pathways can regulate overlapping NF-κB dimers, including RELA, RELB, and cREL, depending on the cellular context and stimulus [19]. In this study, we focus on TNFα-induced RELA and TWEAK-induced RELB as representative effectors of the canonical and noncanonical pathways, respectively, to explore how their epigenetic context shapes transcriptional activity in PDAC.

Although the canonical pathway has been extensively studied, less is known about noncanonical NF-κB signaling, and the differential activities of the canonical and noncanonical pathways remain largely unknown. Moreover, the distinct roles of these pathways in PDAC are poorly understood. Based on current literature, canonical and noncanonical pathways likely have complementary but distinct roles in PDAC biology. Thus, understanding these pathways could uncover new therapeutic targets for PDAC treatment.

Using PDAC patient samples and cell lines, we identified tumor necrosis factor-alpha (TNFα) and its receptor (TNFR), and the TNF-like weak inducer of apoptosis (TWEAK) and its receptor (TWEAKR) as key upstream ligand-receptor pairs potentially driving NF-κB signaling in PDAC. Notably, we demonstrate that TNFα-induced RELA is capable of binding both open and closed chromatin regions and inducing H3K27ac at enhancer regions to activate transcription. Conversely, TWEAK-induced RELB binds exclusively to open chromatin regions, relying on other transcription factors such as AP-1 to activate transcription. These findings were validated through multi-omics approaches, including single-cell RNA-seq, mRNA-seq, ChIP-seq, and ATAC-seq, revealing functional and epigenetic distinctions between the canonical and noncanonical pathways.

This work provides novel insights into the regulatory dynamics of NF-κB signaling in PDAC, highlighting pathway-specific differences. These findings could pave the way for approaches to therapeutic interventions targeting canonical and noncanonical NF-κB pathways to improve outcomes in PDAC.

## Results

### TNFα-TNFR and TWEAK-TWEAKR are the most prominent NF-κB signaling pathways active in PDAC

The canonical and noncanonical NF-κB signaling pathways are driven by distinct ligands, receptors, and downstream signaling cascades (Fig. 1A). To identify the major NF-κB signaling pathways active in PDAC, we integrated and analyzed six publicly available single-cell RNA-seq datasets encompassing 57 PDAC and 14 healthy control samples (Fig. 1B). This analysis revealed high expression of *TNF* (TNFα) and its receptor *TNFRSF1A* (TNFR), as well as *TNFSF12A* (TWEAK) and its receptor *TNFRSF12* (TWEAKR) (Fig. 1C, D). Other NF-κB-associated ligands and receptors, such as *TNFSF13B* (BAFF), *CD40*, and *TNFSF11* (RANKL), were also expressed, but at comparatively lower levels (Fig. S1A).

Notably, *TNF* and TWEAK (*TNFSF12*) were more highly expressed in PDAC samples compared to healthy controls (Fig. S1B, C). Furthermore, intercellular communication analysis using CellChat revealed a greater number of inferred interactions in PDAC samples relative to controls (Fig. S1D–F). Signaling pathway-specific analysis suggested increased TWEAK signaling in PDAC tumors versus healthy controls (Fig. S1F). Based on these findings, we sought to further investigate TNF-TNFR and TWEAK-TWEAKR signaling in PDAC.

To further validate these observations, we analyzed RNA-seq data from patient-derived xenografts (PDXs) and PDAC cell lines (L3.6pl and AsPC-1). Normalized counts of the NF-κB pathway ligands and receptors confirmed the predominant expression of the receptors for TNF (*TNFRSF1A)* and TWEAK (*TNFRSF12)* in tumor cells, supporting their potential roles in PDAC (Fig. 1E, F). Multiplex spectral imaging of human PDAC samples corroborated these findings, demonstrating the expression of TNFα and TWEAK in cells within the tumor microenvironment (TME) (Fig. 1G). Together, these results identify TNF-TNFR and TWEAK-TWEAKR as drivers of NF-κB signaling in PDAC.

### Cellular distribution and signaling of TNFα and TWEAK in PDAC

We next sought to determine the similarities and differences in the cellular source(s) of TWEAK and TNFα in PDAC. Our analysis of the scRNA-seq data revealed that immune cells, mainly macrophages, B cells, and T cells, displayed *TNF* expression. In contrast, while TWEAK was also expressed in a subset of macrophages, it displayed a broader and distinct cellular expression pattern, extending to fibroblasts, endothelial, and stellate cells (Fig. 1D). In general, we observed a higher number of TWEAK expressing-cells compared to TNFα-expressing cells, suggesting it may potentially have a broader effect in PDAC tumors. To further examine and confirm these findings in vivo, we performed multiplex immunofluorescence staining for TNFα, TWEAK, CD31 (endothelial cells), α-SMA (fibroblasts), and CD68 (macrophages). Consistent with our scRNA-seq analyses, we observed TNFα staining primarily in macrophages, while TWEAK was expressed in fibroblasts and endothelial cells, as well as in some macrophages (Figs. 2A and S2A).

**Fig. 2:**
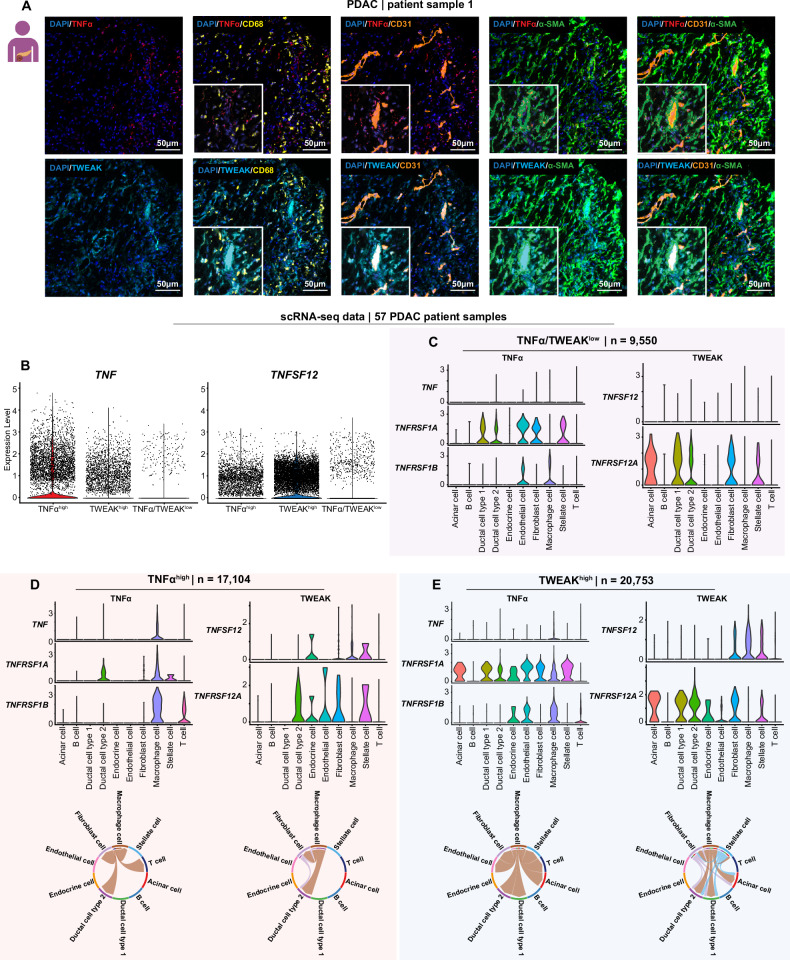
Cellular distribution and signaling networks of TNFα and TWEAK in PDAC. **A** Multiplex immunofluorescence staining of PDAC tumor sample showing TNFα expression enriched in CD68+ macrophage-rich areas (yellow), while TWEAK expression (cyan) overlaps with CD31+ endothelial cells (orange) and α-SMA+ fibroblasts (green), indicating their distinct microenvironmental localization. Scale bar represents 50 μm (inserts: 20 μm). **B** Expression levels of *TNF* (left) and *TNFSF12* right in PDAC patient samples grouped by TNFα/TWEAK^low^ (*n* = 7), TNFα^high^ (*n* = 7 samples), and TWEAK^high^ (*n* = 7) status. Violin plots show the distribution of normalized expression levels. Each dot represents an individual cell. *TNF* expression is highest in the TNFα^high^ group, whereas *TNFSF12* expression is notably higher in the TWEAK^high^ group, reflecting a broader distribution of *TNFSF12*-expressing cells in this population. **C–E** Expression patterns of TNFα and TWEAK ligand-receptor interactions across different cell types, analyzed in TNFα/TWEAK^low^, TNFα^high^, and TWEAK^high^ groups. CellChat analysis was used to compare TNFα and TWEAK signaling strengths, highlighting their differential roles in tumor communication networks.

To gain biological insight into the effects of TNFα and TWEAK signaling in tumor cells, we stratified PDAC samples into three groups: (1) TNFα/TWEAK^low^ (low expression of both ligands), (2) TNFα^high^ (high TNFα, low TWEAK), and (3) TWEAK^high^ (high TWEAK, low TNFα) (Figs. 2B and S2B–D). CellChat analysis confirmed that each group exhibited distinct ligand-receptor signaling patterns (Fig. 2C–E).

We confirmed that the TNFα/TWEAK^low^ group displayed low expression of both cytokines, and as expected, had minimal network connectivity (Fig. 2C). In the TNFα^high^ group, *TNF*-*TNFRSF1A* and *TNF*-*TNFRSF1B* interactions were predominant, with macrophages serving as the primary source of *TNF* (Fig. 2D). *TNF*-*TNFRSF1A* signaling was directed from macrophages to ductal cell type 2 and fibroblasts, whereas *TNF*-*TNFRSF1B* signaling primarily involved macrophage-T cell interactions (Fig. S2E).

In contrast, the TWEAK^high^ group displayed a broader and more complex signaling network. *TNFSF12* (TWEAK) was highly expressed in macrophages, fibroblasts, and stellate cells. Its receptor, *TNFRSF12A* (Fn14; TWEAKR), was most prominently expressed in ductal cell type 2 and fibroblasts and was present to a lesser extent in macrophages (Fig. 2E). This pattern suggests a primarily paracrine mode of signaling, in which TWEAK produced by macrophages acts on neighboring cells with higher receptor expression. The TWEAK^high^ group exhibited a higher number of inferred interactions and stronger overall signaling activity compared to the TNFα^high^ group, engaging macrophages, fibroblasts, stellate cells, acinar cells, and ductal cells (Fig. S2F).

Collectively, these findings indicate that TWEAK signaling engages a broader range of stromal and epithelial components, likely through paracrine mechanisms, suggesting a more expansive influence of the TME. In contrast, TNFα signaling remains more restricted and immune-centric, with interactions primarily among immune and stromal cells.

### TWEAK induces a limited transcriptional program compared to TNFα

We next sought to characterize the functional signatures associated with TNFα^high^ and TWEAK^high^ cells by analyzing differentially expressed pathways. This revealed an upregulation of pathways involved in translational activity in TNFα^high^ tumor cells and mitochondrial-related processes in tumor cells from TWEAK^high^ tumors (Fig. S3A). Collectively, these findings suggest that tumor cells from TNFα^high^ and TWEAK^high^ tumors display activation of distinct programs in response to signals from the tumor microenvironment.

To further delineate the similarities and differences between canonical and noncanonical NF-κB signaling, we performed transcriptional profiling on the PDAC cell lines AsPC-1 and L3.6pl. First, we assessed the activation dynamics of canonical vs. noncanonical NF-κB signaling by treating PDAC cell lines with TNFα or TWEAK and monitoring RELA, NFκB1 (p105/p50), NFκB2 (p100/p52), and RELB activation. As expected, RELA phosphorylation was detected within 5 min of TNFα treatment, indicating rapid activation of the canonical pathway. In contrast, processing of p105 to p50 was not observed until 8 h post-treatment. This temporal separation suggests that early canonical signaling relies on pre-existing p50, while p105 processing may serve as a delayed, secondary mechanism to sustain or reinforce NF-κB activity in response to TNFα treatment. Like NFκB1, TWEAK-induced p100 processing to p52 and RELB induction also occurred at a later time point (8 h) (Fig. 3A). Together, these findings suggest that while TNFα rapidly activates canonical NF-κB signaling through early RELA phosphorylation, TWEAK-induced p100 processing and RELB induction occur later. This temporal pattern implies that RELA is rapidly induced by TNFα while p52/RELB activation by TWEAK is substantially delayed [10, 20].

**Fig. 3:**
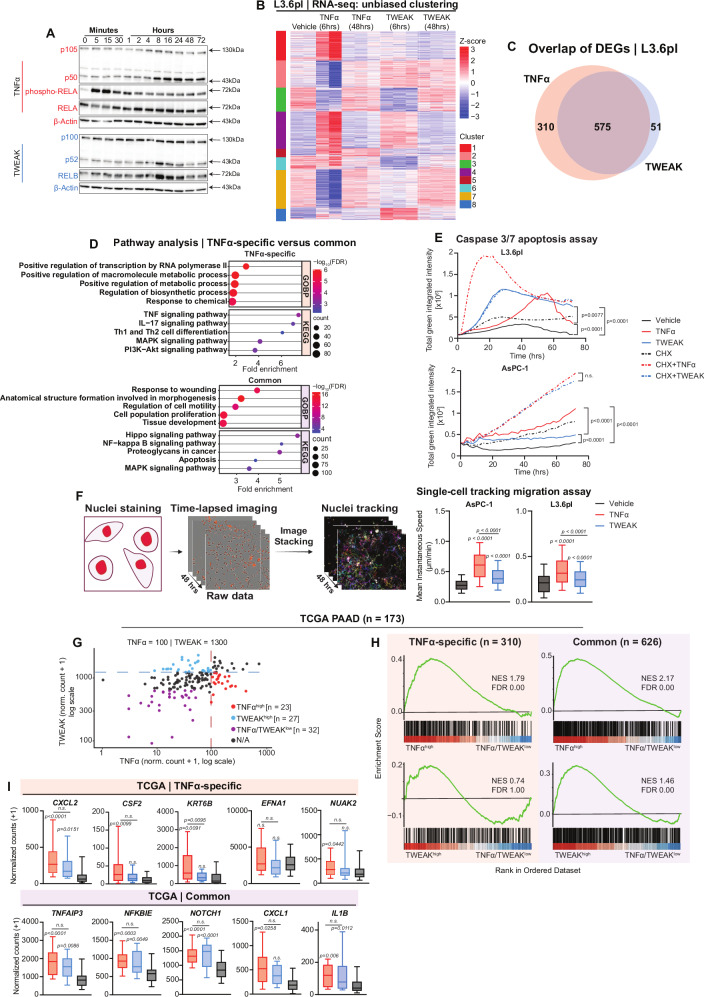
The functional differences and similarities between TNFα and TWEAK signaling activation in PDAC. **A** Western blot analysis of p105/p50, p100/p52, phospho-RELA, and RELB following TNFα and TWEAK treatments across multiple time points (0–30 min and 1–72 h). Representative of *n* = 3 independent experiments. **B** Heatmap of differentially expressed genes following RNA-seq analysis of L3.6pl cells treated with TNFα and TWEAK for 6 and 48 hours. Unbiased clustering analysis was performed after differential expression with DESeq2. One TNFα-treated replicate (replicate 1) was excluded due to low read depth and outlier behavior in PCA and z-score heatmap analyses, which indicated a sequencing error. **C** Venn diagram displaying the number of TNFα-specific, TWEAK-specific, and commonly differentially expressed genes (DEGs), derived from DESeq2 analysis and unbiased clustering analysis. Selections were based on Log2FC ≥ 1, FDR ≤ 0.05, and base mean ≥ 10. **D** Pathway analysis for biological processes (GO) and KEGG of TNFα-specific (top) and common genes (bottom) identified in (**C**). The top pathways were selected based on FDR values. **E** Caspase 3/7 activity in L3.6pl and AsPC-1 cells over 72 h following treatment with TNFα (10 ng/ml), TWEAK (10 ng/ml), and cycloheximide (CHX; 10 µM) as indicated. Values represent total green integrated intensity (normalized to vehicle control and cell number at each time point). Area under the curve (AUC) was calculated for each condition, and *p*-values were determined using unpaired *t*-tests based on AUC values. n.s. = not significant. **F** Single-cell migration tracking assay captured every 15 min over 48 h in AsPC-1 and L3.6pl cells using IncuCyte live-cell imaging (10× magnification). Boxplots depict the mean instantaneous speed calculated from migrated tracks for AsPC-1 and L3.6pl cells following vehicle, TNFα, and TWEAK treatments (*p*-value: one-way ANOVA; Dunnett’s multiple comparisons relative to vehicle control). **G** Scatter plot of normalized expression levels of TNFα and TWEAK (log scale) in 173 PDAC patient samples from TCGA. Each dot represents an individual sample. Based on TNFα and TWEAK expression thresholds (TNFα ≥ 100 and TWEAK < 1300), samples were classified as TNFα^high^ (red), TWEAK^high^ (blue; TNFα < 100 and TWEAK ≥ 1300), TNFα/TWEAK^low^ (purple; TNFα < 60 and TWEAK < 700 or not assigned (black). **H** Gene Set Enrichment Analysis (GSEA) results for TNFα-specific (*n* = 310) and common *(n* = 626; 575 common genes + 51 TWEAK-specific genes) gene sets in the TNFα^high^, TWEAK^high^, and TNFα/TWEAK^low^ expression from TCGA data. Normalized Enrichment Scores (NES) and False Discovery Rate (FDR) values are shown in each plot. TNFα^high^ samples show significant enrichment of both TNFα-specific and common gene sets, whereas TWEAK^high^ samples only display enrichment of the TNFα-specific gene set. **I** Boxplots showing expression of selected genes from TNFα-specific and common gene sets in PDAC samples grouped by TNFα^high^, TWEAK^high^, and TNFα/TWEAK^low^ status. Genes were selected based on their rankings from the GSEA analysis. TNFα-specific genes (top panels) show higher expression in TNFα^high^ samples, while common genes (bottom panels) are elevated in both TNFα^high^ and TWEAK^high^ samples. *p*-values are shown for significant differences (unpaired t-tests).

To capture early and late response genes, we performed RNA-seq at 6- and 48-h post-treatment in AsPC-1 and L3.6pl cells (Figs. 3B and S3B). Unbiased clustering analysis identified eight gene clusters, where TNFα-specific clusters [1, 5] were enriched in inflammation, immune response, metabolic reprogramming, cell migration, and ECM organization (Fig. S3C, S3D), while shared TNFα/TWEAK clusters [4] were associated with cellular homeostasis, growth, and division (Fig. S3D). Notably, the small TWEAK-dominant cluster [8] exhibited a similar enrichment with TNFα-specific cluster 1 and 5 (Fig. S3D, E), indicating that TWEAK does not drive a distinct transcriptional program in PDAC cells but rather functions to regulate a subset of genes also controlled by TNFα. Additional clusters were linked to cell cycle (cluster 2; Fig. S3F), developmental reprogramming (cluster 3; Fig. S3G), structural organization and metabolism (cluster 6; Fig. S3H), and DNA repair and proliferation (cluster 7; Fig. S3I).

To further confirm the role of TWEAK in inducing a subset of TNFα-regulated genes, we performed differential expression analysis and identified a number of TNFα-specific (*n* = 310) and commonly regulated (*n* = 575) genes, but only a small subset of genes preferentially activated by TWEAK (*n* = 51) (Fig. 3C). These findings demonstrate that TWEAK signaling does not elicit a distinct transcriptional response in PDAC cells but rather modulates core cellular homeostasis and growth pathways also activated by TNFα.

### TNFα and TWEAK both promote apoptosis and migration in PDAC

To further delineate the similarities and differences between TNFα and TWEAK, we analyzed GO enrichment of their shared gene set (Fig. 3C). The overlap indicates that both cytokines regulate genes associated with proliferation, migration, apoptosis, and tissue remodeling. To functionally validate these observations, we examined apoptosis and migration in response to TNFα and TWEAK treatment. Caspase-3/7 activity assays confirmed that the apoptotic machinery was functional in both cell lines following treatment with the positive control staurosporine (Fig. S4A). TNFα and TWEAK both significantly induced low levels of apoptosis in L3.6pl cells, albeit with different time kinetics, but did not appreciably affect apoptosis in AsPC-1 cells (Fig. 3E). As previously described, inhibition of protein synthesis with cycloheximide exacerbates the pro-apoptotic effect of TNF receptor family activation [21]. Consistently, concomitant cycloheximide treatment invoked similar pro-apoptotic effects of TNFα and TWEAK in AsPC-1 cells and facilitated a more rapid and pronounced induction of apoptosis by TNFα in L3.6pl cells, while TWEAK similarly induced apoptosis independent of inhibition of protein synthesis in L3.6pl cells. Collectively, these findings highlight that TNFα and TWEAK are both capable of inducing apoptosis in PDAC cells in a protein synthesis-regulated manner.

In our previous work, we identified an important role for TNFα-induced NF-κB signaling in promoting PDAC cell migration [5]. Thus, we performed single-cell migration assays to compare the effects of TNFα and TWEAK treatment on cell migration. Consistent with our previous work, TNFα significantly enhanced migration in both cell lines, while TWEAK had a significant, but more modest effect (Figs. 3F and S4A).

### TNFα- and TWEAK-associated gene signatures in patient PDAC tissues

To confirm the TNFα-specific and common gene sets we identified from our transcriptional analysis and to assess clinical relevance, we utilized bulk RNA-seq data from TCGA pancreatic cancer samples stratified into TNFα^high^, TWEAK^high^, and TNFα/TWEAK^low^ groups (Fig. 3G). Differential expression analysis revealed that TWEAK^high^ samples exhibited a markedly higher number of upregulated genes (compared to TNFα/TWEAK^low^) than TNFα^high^ samples (1063 vs. 57, respectively), suggesting that TWEAK drives a broader transcriptional response in patient PDAC tumors (Fig. S4B). Consistent with our in vitro studies, we observed significant enrichment of the common gene set in both TNFα^high^ and TWEAK^high^ groups, whereas only TNFα^high^ samples showed significant enrichment of the TNFα-specific gene set (Fig. 3H). Selected genes from these sets further validated these observations, with TNFα-specific genes expressed predominantly in TNFα^high^ samples and common genes enriched in both TNFα^high^ and TWEAK^high^ groups (Fig. 3I). Together, these results validate the TNFα-specific and common gene sets we identified and demonstrate their relevance in human PDAC tissues.

### TNFα and TWEAK differentially activate NF-κB binding dynamics

Although NF-κB signaling is a well-established mediator of gene activation, the specific roles of the canonical (TNFα) and noncanonical (TWEAK) pathways remain underexplored. To investigate this, we analyzed the genome-wide binding dynamics of RELA and RELB, the respective downstream transcription factors activated by TNFα and TWEAK, respectively (Fig. 1A). scRNA-seq analysis confirmed RELA and RELB expression in PDAC cells (Fig. 4A). Notably, multiplex immunofluorescence staining in PDAC patient samples confirmed that activation of RELA (via phosphorylation) and expression of RELB in epithelial tumor cells (expressing cytokeratin) are closely associated with the expression of the respective ligand in the proximal TME in patient tumor samples (Fig. 4B).

**Fig. 4:**
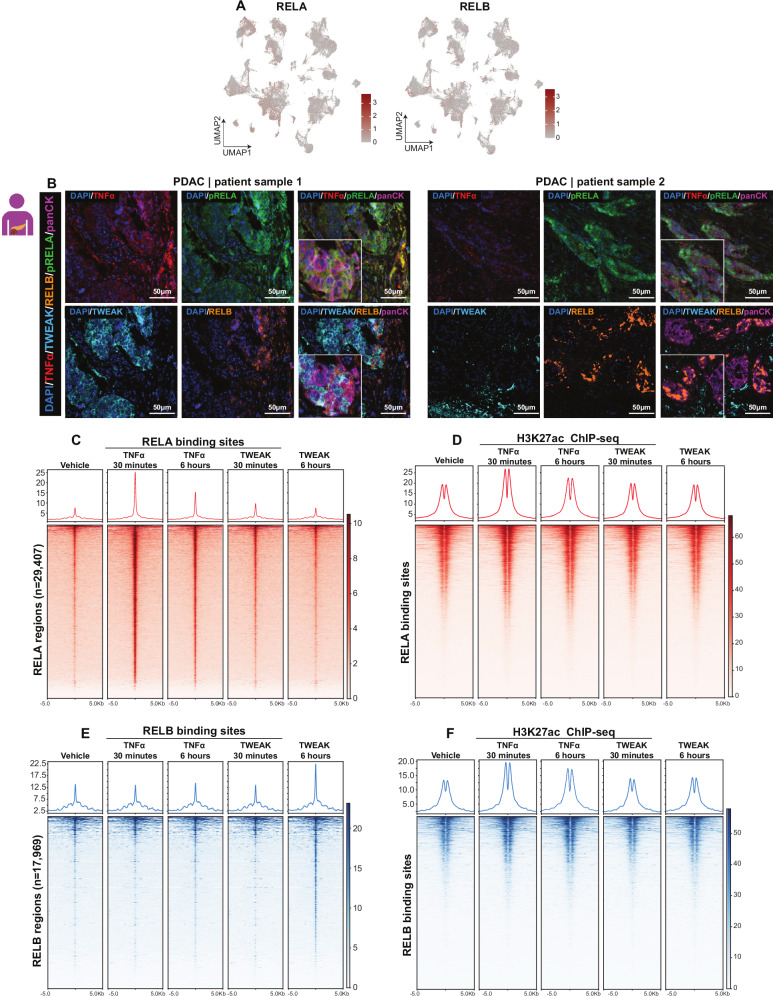
Epigenetic mechanism of canonical and noncanonical NF-κB signaling in PDAC. **A** UMAP plots showing the expression patterns of RELA and RELB in PDAC patient samples (*n* = 136,163 cells, *n* = 57 donors) **B** Multiplex immunofluorescence staining of PDAC patient samples showing phospho-RELA (green) and RELB (orange) expression in TNFα (red) and TWEAK (cyan) expressing cells. Heatmaps and signal intensity profiles of ChIP-seq data for RELA (**C**) and H3K27ac (**D**) across identified RELA binding sites (*n* = 29,407) in PDAC cells. Vehicle-treated and TNFα- or TWEAK-stimulated samples (30 min and 6 h) are shown. RELA ChIP-seq reveals rapid binding of RELA after TNFα treatment (30 min), while TWEAK treatment shows no RELA recruitment. H3K27ac ChIP-seq demonstrates that TNFα treatment induces strong H3K27ac occupancy at RELA sites, with a more robust effect at 30 min compared to 6 h. Heatmaps and signal intensity profiles of ChIP-seq data for RELB (**E**) and H3K27ac (**F**) across identified RELB binding sites (*n* = 17,969) in PDAC cells treated with vehicle, TNFα, or TWEAK for 30 min and 6 h. RELB ChIP-seq shows delayed recruitment in response to TWEAK (6 h) but no significant binding after TNFα stimulation. H3K27ac ChIP- shows minimal changes in H3K27ac occupancy at RELB sites.

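The 5 RELA peak lists together hold 29407 peaks when all sequences of the assembly are counted and a site called in several conditions is counted each time. Merging overlapping peaks leaves 15157 separate sites. On chromosomes 1 to 22, X and Y there are 14579 merged sites, of which 37.6% lie in tandem repeats.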

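After TWEAK, the RELA list held 2791 regions at 30 min and 3677 at 6 h, which is 0.929 (0.882 to 0.979) and 1.22 (1.17 to 1.28) times the number in vehicle. Outside tandem repeats it held 683 regions at 30 min and 456 at 6 h, or 1.56 (1.38 to 1.76) and 1.04 (0.909 to 1.19) times the number in vehicle. At 30 min of TWEAK, 385 RELA regions outside tandem repeats were not in the vehicle list and 140 were in the vehicle list alone (exact McNemar test, two-sided, p = 1.87e-27). At 6 h the numbers were 188 and 172 (exact McNemar test, two-sided, p = 0.429), a difference that was not detectable from these lists. After TNFα the numbers were 7951 and 78 at 30 min and 3276 and 50 at 6 h.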

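At the RELA regions of 30 min of TNFα, the H3K27ac list of 6 h of TNFα gave 1068 gained and 281 lost peaks, or 3.80 gained per lost (exact McNemar test, two-sided, p = 3.60e-108), and 67.1% of the regions carried a peak. The comparison regions gained 1944 and lost 2094 peaks at that time, a ratio of 0.928, so the H3K27ac lists of the 2 times differ away from RELA as well. Outside tandem repeats 715 peaks were gained and 76 lost at 6 h, a ratio of 9.41.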

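In the same count, the 5 RELB lists hold 17969 peaks on all sequences and 7380 separate sites after merging. Of the 7026 merged sites on chromosomes 1 to 22, X and Y, 74.3% lie in tandem repeats, which leaves 1814 merged sites when those regions are left out of each list.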

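Outside tandem repeats, the RELB lists held 153 regions at 30 min and 411 at 6 h of TNFα and 130 at 30 min of TWEAK, which is 0.517 (0.422 to 0.630), 1.39 (1.19 to 1.62) and 0.439 (0.355 to 0.542) times the number in vehicle. Regions called after treatment and not in vehicle, against regions called in vehicle alone, numbered 51 and 198 at 30 min of TNFα, 236 and 125 at 6 h of TNFα (exact McNemar test, two-sided, p = 5.40e-09), and 41 and 210 at 30 min of TWEAK. At 6 h of TWEAK they numbered 1438 and 95 (exact McNemar test, two-sided, p = 1.49e-308). In tandem repeats, by contrast, the RELB list at 6 h of TWEAK was shorter than in vehicle, with 2413 regions against 3805.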

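With the H3K27ac lists of the other treatments, the RELB regions of 6 h of TWEAK had 3.20 peaks gained per lost at 30 min of TNFα (521 and 163), 2.50 at 6 h of TNFα (475 and 190) and 2.01 at 30 min of TWEAK (443 and 220). Outside tandem repeats the ratios were 3.28 at 30 min of TNFα, 26.9 at 6 h of TNFα (188 and 7) and 0.48 at 30 min of TWEAK (48 and 100; exact McNemar test, two-sided, p = 2.31e-05). The comparison regions outside tandem repeats had 0.154 gained per lost at 30 min of TWEAK, so the RELB regions lost fewer peaks relative to those gained than the comparison regions did (odds ratio 3.11, Fisher's exact test, two-sided, p = 3.93e-09).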

To investigate the temporal recruitment of RELA and RELB to chromatin and associated epigenetic changes, we performed ChIP-seq for RELA, RELB, and H3K27ac following TNFα or TWEAK treatment for 30 min and 6 h, based on activation kinetics observed in Fig. 3A. 

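ChIP-seq was carried out in L3.6pl, an established human pancreatic cancer cell line, with antibodies against RELA, RELB and the active histone mark H3K27ac after vehicle, TNFα (10 ng/ml) or TWEAK (10 ng/ml) treatment, and against the AP-1 subunit FOSL1 in vehicle-treated cells. There were 16 conditions with 3 replicates each, 48 samples in all, and the duration of the vehicle treatment is not given in the labels. Protein G beads were used for RELA and protein A beads for the other antibodies. The authors mapped the paired-end reads to hg38 with Bowtie2 and called peaks with MACS2 against input chromatin, without building the shifting model and with a stated cutoff of 0.05. Narrow peaks were called for RELA, RELB and FOSL1 and broad peaks for H3K27ac. Each condition has 1 peak list called on pooled samples, so no value below carries an error between replicates and no test across replicates was possible. For RELA at 30 min of TNFα, the names of the peaks carry the label of replicate 1 beside the word merged, so it is not settled that all 3 replicates were pooled. The number of reads per sample is unknown from the peak lists, and a deeper library can give a longer list. The fold enrichment and −log10 q of a peak are the authors' values and were used only to describe, rank or filter peaks within 1 list.

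Peaks on chromosomes 1 to 22, X and Y were kept, and no peaks of 1 list overlapped each other, so each peak is 1 region. For H3K27ac there were 59894 regions in vehicle (55.5 Mb, median length 781 bp), 53895 at 30 min (45.1 Mb) and 61194 at 6 h (55.5 Mb) of TNFα, and 55821 at 30 min (46.9 Mb) and 58021 at 6 h (46.5 Mb) of TWEAK. Regions of different lists were taken to overlap when they shared at least 1 bp, and a region was taken to carry H3K27ac when an H3K27ac peak lay within 500 bp of its summit. Many RELA and RELB regions lie in tandem repeats of the reference genome, where reads are hard to place. A region was therefore also scored by the highest match of the 1000 bp around its summit with itself at a shift of 1 to 400 bp, and was placed in tandem repeats from a self-match of 0.4. This split was added after the data had been seen. Of 20000 random windows of the genome, 4.17% reached that self-match.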

TNFα treatment induced selective RELA (but not RELB) binding at early time points, accompanied by an increase in adjacent H3K27ac occupancy (Fig. 4C, D), while TWEAK treatment selectively induced RELB (but not RELA) binding at a later time point without notably increasing H3K27ac at these sites (Fig. 4E, F). These findings demonstrate that TNFα specifically activates RELA and promotes H3K27ac enrichment at NF-κB-associated regions, whereas TWEAK selectively activates RELB without significantly altering H3K27ac occupancy.

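The RELA list held 3004 regions in vehicle, 11266 at 30 min and 7294 at 6 h of TNFα. The list at 30 min was 3.75 times as long as in vehicle. The RELB list held 4101 regions in vehicle, 2835 at 30 min and 3542 at 6 h of TNFα, 2414 at 30 min of TWEAK and 4052 at 6 h of TWEAK. At 6 h of TWEAK it was 0.988 times as long as in vehicle (exact 95% interval from the counts of regions, 0.946 to 1.03, which covers counting error only), a difference within the counting error. Tandem repeats held 92.8% of the RELB regions in vehicle, 59.6% of those at 6 h of TWEAK, 85.4% of the RELA regions in vehicle and 26.2% of those at 30 min of TNFα. With a fold enrichment of at least 5, an alternative set beforehand, the RELB list at 6 h of TWEAK was 1.48 (1.40 to 1.56) times as long as in vehicle. Leaving out the regions in tandem repeats moved both ratios more than any other alternative. Outside them there were 439 RELA regions in vehicle and 8311 at 30 min of TNFα, a ratio of 18.9 (17.2 to 20.9), and 296 RELB regions in vehicle and 1639 at 6 h of TWEAK, a ratio of 5.54 (4.89 to 6.29).

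**Figure D1:**
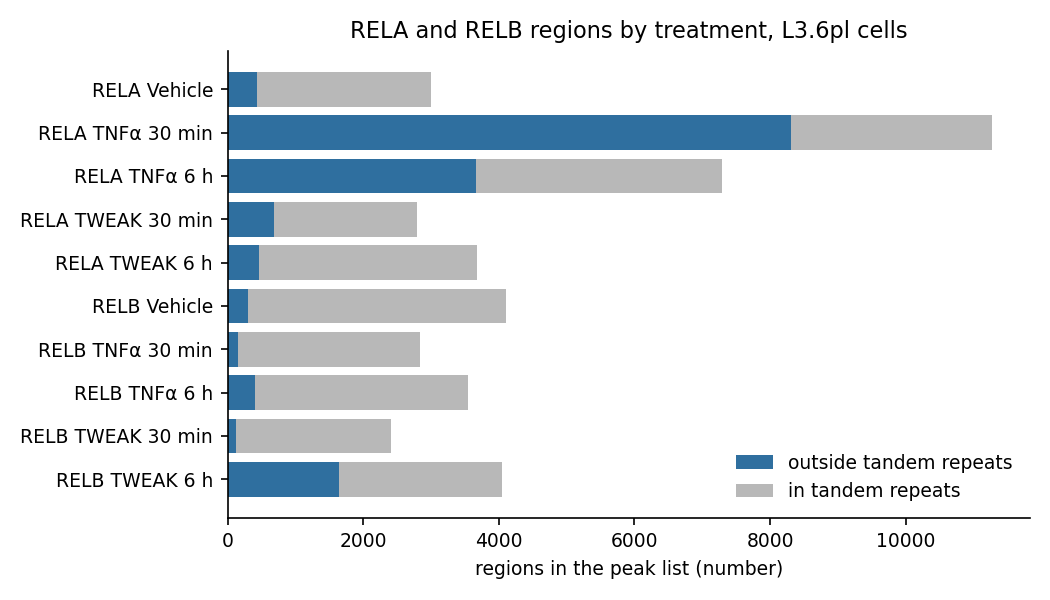
Number of RELA and RELB regions (horizontal axis) in each peak list (vertical axis), 1 list per condition called on pooled samples. Bars are split into regions outside tandem repeats (blue) and in tandem repeats (grey), and the blue part is longest at 30 min of TNFα for RELA (8311 regions) and at 6 h of TWEAK for RELB (1639 regions).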

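At the 11266 RELA regions of 30 min of TNFα, an H3K27ac peak was present at 60.1% in vehicle and at 71.2% after 30 min of TNFα. A peak was gained at 1475 regions and lost at 229, or 6.44 gained per lost (exact McNemar test, two-sided, p = 8.41e-223; regions are not replicates, so the test describes these lists). For comparison, the 50121 FOSL1 regions outside every RELA and RELB list gained 967 peaks and lost 6410, a ratio of 0.151, so at those regions the H3K27ac list at 30 min of TNFα was the sparser one. At the RELB regions of 6 h of TWEAK, the share with an H3K27ac peak was 63.2% in vehicle and 65.3% after 6 h of TWEAK. Peaks were gained at 339 of these regions and lost at 255, or 1.33 gained per lost (exact McNemar test, two-sided, p = 6.48e-04), against 0.340 at the comparison regions. Of the 50121 comparison regions 47992 lie outside tandem repeats, so their repeat content differs from that of the RELB regions. That direction depended on the definition: with H3K27ac peaks overlapping the region itself, 0.853 peaks were gained per lost, and with H3K27ac peaks at a q of at most 0.001 the ratio was 0.738. Outside tandem repeats, which was added after the data had been seen, the ratio was 12.1 at RELA regions and 3.81 at RELB regions (99 gained, 26 lost). From the heatmaps of these signals (Fig. 4C–F), the paper concludes that TNFα activates RELA and promotes H3K27ac at NF-κB-associated regions and that TWEAK activates RELB without significantly altering H3K27ac.

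**Figure D2:**
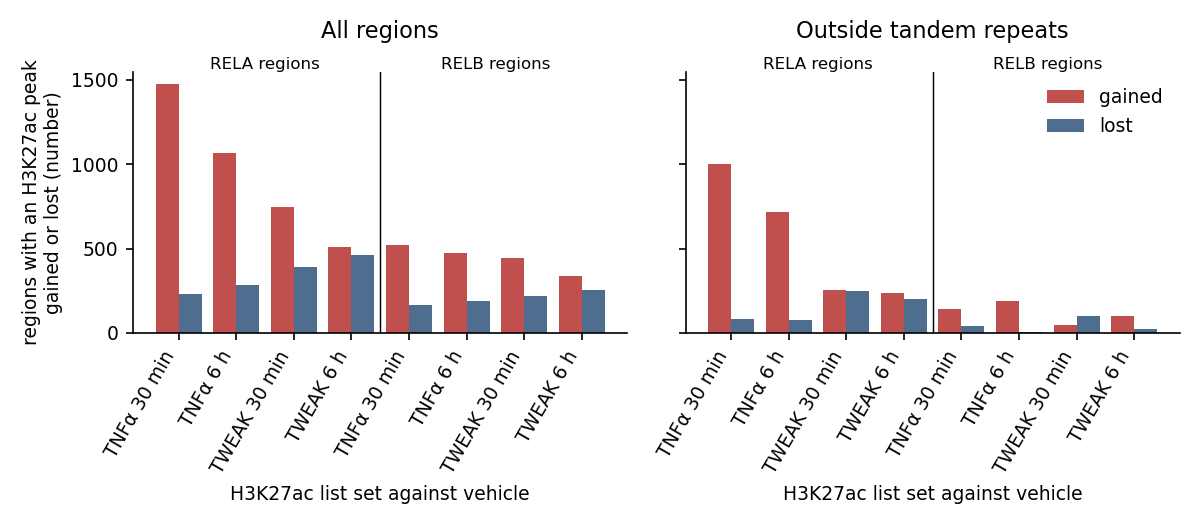
Number of regions at which an H3K27ac peak was gained (red) or lost (blue) against vehicle, for each H3K27ac list (horizontal axis), at RELA regions of TNFα 30 min and RELB regions of TWEAK 6 h. The left panel has all regions and the right panel those outside tandem repeats, and the tallest bar is the gain of 1475 regions at RELA regions after 30 min of TNFα.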

### TNFα induces broader NF-κB binding and epigenetic activation than TWEAK

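For the comparison of RELA at 30 min of TNFα with RELB at 6 h of TWEAK, the peak list of each was used as a set of positions. The median length of a region was 195 bp for RELA and 172 bp for RELB, and the regions covered 2.52 Mb and 0.785 Mb. The median fold enrichment was 5.93 in the RELA list and 6.12 in the RELB list. DiffBind tests read counts of each replicate, which were not used here, so the differential binding test itself was not repeated.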

To investigate transcriptional regulatory mechanisms controlled by canonical and noncanonical NF-κB signaling, we performed differential binding analysis (DiffBind) comparing RELA and RELB binding at 30 min following TNFα treatment and 6 h after TWEAK treatment, respectively. This analysis revealed that RELA bound significantly more regions than RELB (Figs. 5A and S5A). 

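There were 2.78 RELA regions at 30 min of TNFα for each RELB region at 6 h of TWEAK (exact 95% interval 2.68 to 2.88, counting error only). With a fold enrichment of at least 5 the ratio was 2.57, and outside tandem repeats, added after the data had been seen, it was 5.07. The antibodies and beads differ and the depths are unknown, so the lengths of these lists also depend on how well each antibody enriched its target.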

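Of the RELB regions at 6 h of TWEAK, 3083 or 76.1% (exact binomial 95% interval 74.7 to 77.4) overlapped a RELA region of 30 min of TNFα. When the RELB regions were placed at random on the same chromosomes 100 times, 0.193% overlapped on average and 0.395% at most. In the other direction, 3072 of the RELA regions or 27.3% (26.4 to 28.1) overlapped a RELB region. In percentage points, both shares moved most with the number of peaks used: with the 3000 strongest peaks of each list, 45.6% of RELB and 45.4% of RELA regions were shared. Among regions not called in vehicle with the same antibody, 54.9% of RELB and 11.0% of RELA regions were shared. As a ratio, the RELA share moved most in that last setting.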

Consistent with our RNA-seq results where TNFα induced a distinct subset of genes, while TWEAK-induced a subset of genes that was also induced by TNFα (Fig. 3C), RELB-bound regions were also bound by RELA, while many RELA-bound regions displayed no significant enrichment of RELB (Fig. 5A, B). Thus, we could separate RELA/RELB-bound regions into cluster 1, containing RELA-specific regions, and cluster 2, containing commonly bound regions. 

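With the peak lists, a RELA region of 30 min of TNFα was called common when it overlapped a RELB region of 6 h of TWEAK (3072 regions) and RELA-only when it did not (8194 regions). These groups are larger than the clusters drawn from DiffBind. The median RELA fold enrichment was 6.99 in common and 5.69 in RELA-only regions. Common regions lay in tandem repeats in 57.4% of cases and RELA-only regions in 14.5%, and 58.4% and 4.56% of them were in the RELA list of vehicle.

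By RELA fold enrichment, the strongest RELA-only region had its summit on chromosome 13 at 22040897 (hg38; fold 31.3), 359784 bp from the transcription start site of FGF9. It was followed by summits on chromosome 1 at 155648779 (26.7; 22312 bp from YY1AP1), chromosome 20 at 14845690 (25.0; within MACROD2), chromosome 4 at 73740466 (24.5; beside CXCL8) and chromosome 18 at 9073863 (24.1; 28767 bp from NDUFV2). All 5 overlapped FOSL1 and carried an H3K27ac peak in vehicle. The strongest common regions were called in all 10 RELA and RELB lists, and 4 of the 5 lay in tandem repeats, with summits on chromosome Y at 11722009 (fold 36.4), chromosome 18 at 80263043 (29.4), chromosome X at 156030482 (29.0) and chromosome Y at 57217008 (28.1). The other, on chromosome 13 at 109424242 (34.5), holds sequence that matches the mitochondrial genome. Outside tandem repeats, a choice made after the values were seen, it was followed by common regions on chromosome 8 at 23074829 (26.6; 5798 bp from TNFRSF10B), chromosome 4 at 145545966 (25.0; 111 bp from the start of SMAD1), chromosome 1 at 180530726 (24.6; 27772 bp from ACBD6) and chromosome 19 at 4831830 (24.5; 118 bp from TICAM1).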

Cluster 1 included the top 150 TNFα-specific regions, selected from the larger set of 883 TNFα-unique peaks based on binding intensity using DiffBind, and was used to represent RELA-specific binding. Cluster 2 comprised the 200 regions shared between TNFα and TWEAK, combined with the 57 TWEAK-specific regions (totaling 257), representing commonly bound and TWEAK-enriched sites (Fig. 5B–D). This clustering strategy allowed us to distinguish regions preferentially bound by RELA in response to TNFα from those co-occupied or more responsive to TWEAK and RELB.

**Fig. 5:**
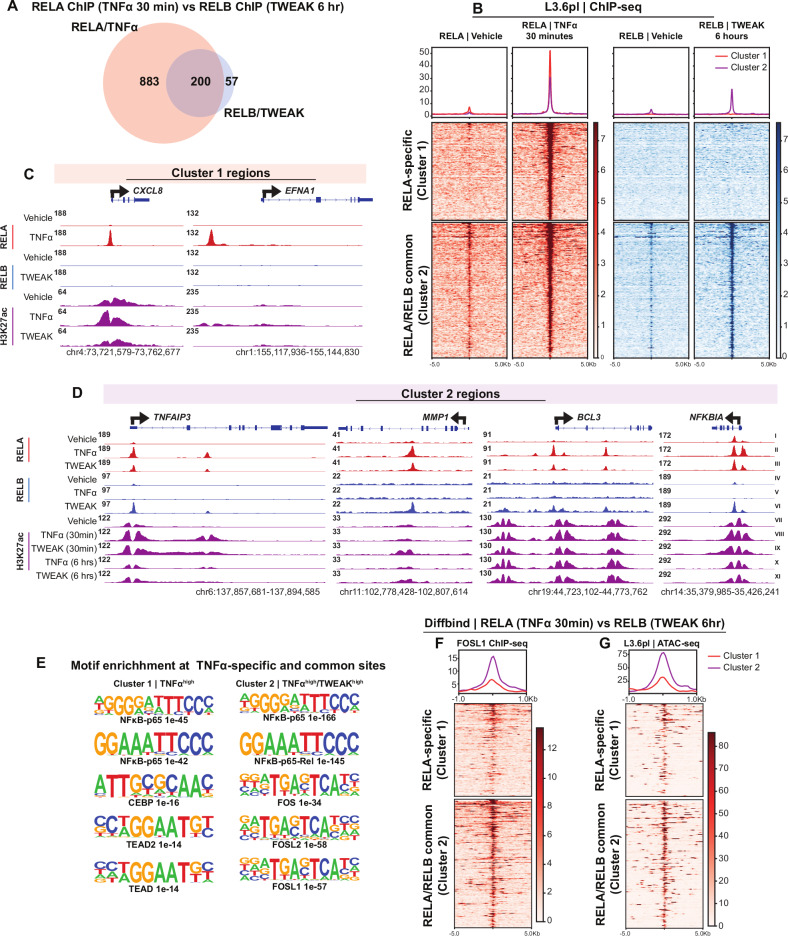
RELA/RELB common regions are associated with chromatin accessibility and AP-1 factors. **A** Venn diagram comparing RELAc and RELB bound regions identified by DiffBind and bedtools intersect analysis. RELA binding was assessed 30 min after TNFα treatment, while RELB binding was assessed 6 h after TWEAK treatment. The regions were selected based on: RELA/TNFα-specific regions (Log2FC ≥ 1, FDR ≤ 0.05). RELB/TWEAK-specific regions (FDR ≤ 0.05, with only 57 regions differentially bound). Common regions. **B** Heatmap of RELA at the two defined clusters. Cluster 1 includes the top 150 regions (from 883 RELA-bound TNFα-induced regions) selected based on the highest binding intensity using DiffBind. RELA and RELB signals for the 57 TWEAK-specific regions were included in the common regions (Cluster 2; *n* = 257) following vehicle, TNFα, and TWEAK treatments, reflecting shared regulatory elements between canonical and noncanonical NF-κB signaling. Genome browser (IGV) tracks of ChIP-seq data in L3.6pl cells showing RELA, RELB, and H3K27ac signals at: RELA/TNFα-specific gene loci (**C**; *CXCL8* and *EFNA1*) and Common gene loci (**D**; *TNFAIP3*, *MMP1*, *BCL3*, and *NFKBIA*). Tracks illustrate RELA, RELB, H3K27ac signals following vehicle, TNFα, and TWEAK treatments, highlighting distinct and overlapping regulatory regions of RELA and RELB. **E** Top enriched motifs identified in Cluster 1 (RELA-specific regions) and Cluster 2 (RELA/RELB common regions) using HOMER motif analysis, demonstrating distinct transcription factor binding preferences. **F** Heatmap of FOSL1 signals across Cluster 1 (RELA-specific) and Cluster 2 (RELA/RELB common regions), showing its preferential binding patterns. **G** ATAC-seq signal intensity at Cluster 1 and Cluster 2 in L3.6pl cells, indicating differences in chromatin accessibility between RELA-specific and RELA/RELB common regions.

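Peaks within each gene and 10 kb on either side were taken for the 6 genes, in hg38 with GENCODE 44 as annotation. The NF-κB motifs given are exact matches to GGRRNNYYCC, so an NF-κB site of another form would not be listed. At CXCL8 (chromosome 4, 73740519 to 73743716), the RELA region of 30 min of TNFα had its summit at 73740466, 103 bp upstream of the transcription start site (fold 24.5), with an AP-1 motif, TGACTCA, at 73740432 to 73740438 and a match to the NF-κB consensus, GGAGCACTCC, at 73740552 to 73740561, 91 bp from the summit. RELA was also called there at 6 h of TNFα (fold 20.0), 30 min of TWEAK (12.1) and 6 h of TWEAK (5.33), not in vehicle, and no RELB list had a region. At EFNA1 (chromosome 1, 155127876 to 155134899), the strongest RELA region of 30 min of TNFα had its summit at 155124786, 3090 bp upstream (fold 18.9). It had no H3K27ac peak in vehicle and 1 after 30 min of TNFα. RELA was called near EFNA1 after TNFα alone.

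At TNFAIP3 (chromosome 6, 137867214 to 137883314), RELA and RELB shared a region at the promoter, with the RELA summit of 30 min of TNFα at 137867219 and NF-κB motifs GGAAAGTCCC and GGAAATCCCC at 137867192 and 137867204. It was called in vehicle with both antibodies (fold 13.9 for RELA and 9.12 for RELB, and 21.0 for RELB at 6 h of TWEAK). A region in intron 2, with its summit at 137873533, was called for RELA after TNFα and TWEAK and for RELB at 6 h of TWEAK. At MMP1 (chromosome 11, 102789401 to 102798160), the shared region lay in intron 6 (summit 102794585, fold 11.4 for RELA at 30 min of TNFα and 8.14 for RELB at 6 h of TWEAK) with the motif GGGACTTTCC at 102794587. RELA was called at that intron at 30 min of TWEAK too. At BCL3 (chromosome 19, 44747705 to 44760044), 3 of the 7 RELA regions of 30 min of TNFα were shared with RELB, with summits at 44753450 in intron 2, beside the motif GGGAAATCCC at 44753448, and at 44747512 and 44739097 upstream. At NFKBIA (chromosome 14, 35401079 to 35404749), regions in intron 1 (summit 35403928) and upstream (35404816, with the motif GGGAATTTCC at 35404821) were shared. Both were in the RELA list of vehicle, and the 1 in intron 1 was in the RELB list of vehicle too. None of the RELA regions named here lies in tandem repeats.

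**Figure D3:**
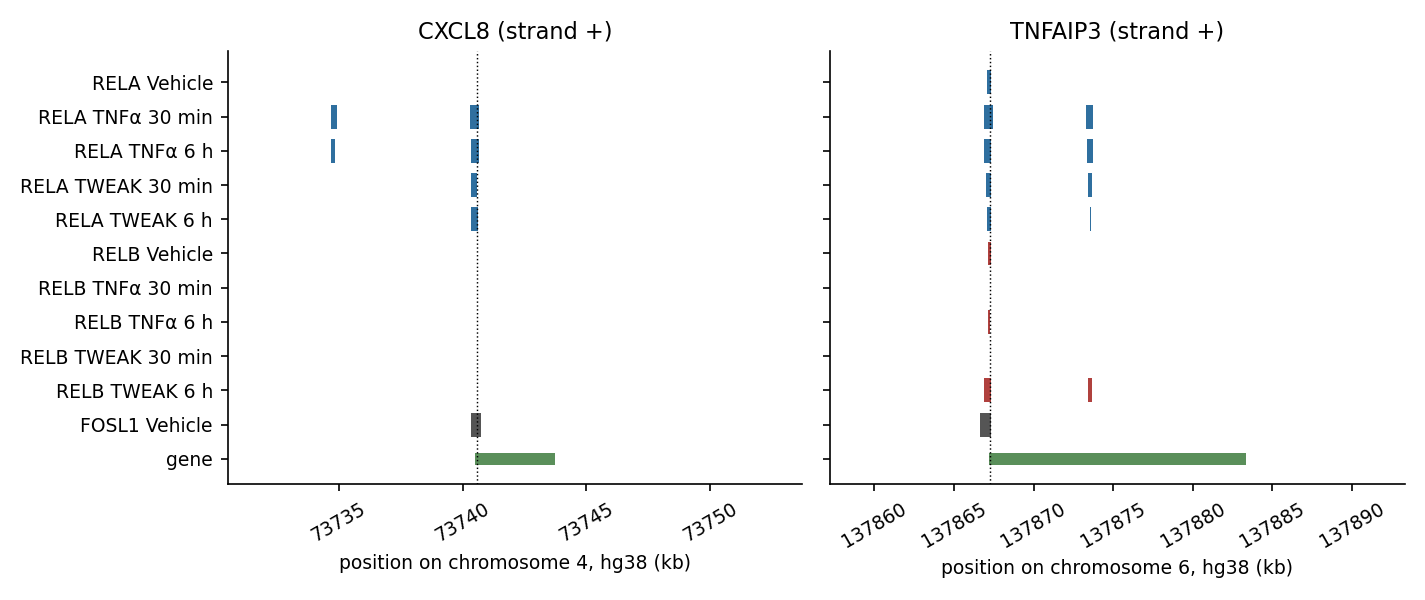
Peaks of each list (vertical axis) at CXCL8 and TNFAIP3 by position in kb of hg38 (horizontal axis), to scale, with RELA in blue, RELB in red, FOSL1 in grey, the gene in green and its transcription start site as a dotted line. CXCL8 has RELA peaks and no RELB peak, and TNFAIP3 has both at the promoter and in intron 2.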

Analysis of H3K27ac occupancy at these regions confirmed the more pronounced effect of TNFα-activated RELA in promoting H3K27 acetylation at NF-κB-associated loci (Fig. S5B). 

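H3K27ac was set against vehicle at the common and RELA-only groups of the peak lists. At RELA-only regions, 8.90 peaks were gained per lost after 30 min of TNFα (1077 and 121) and 0.933 after 6 h of TWEAK (263 and 282; exact McNemar test, two-sided, p = 0.441). At common regions the ratios were 3.69 after 30 min of TNFα (398 and 108) and 1.39 after 6 h of TWEAK (249 and 179; exact McNemar test, two-sided, p = 8.32e-04). After 30 min of TWEAK, 1.72 peaks were gained per lost at RELA-only regions (422 and 245; exact McNemar test, two-sided, p = 7.16e-12) and 2.24 at common regions (325 and 145; exact McNemar test, two-sided, p = 6.24e-17), against 0.183 at the comparison regions. Of the 50121 comparison regions 47992 lie outside tandem repeats, so the value of 0.183 is not matched to the common regions in repeat content. Outside tandem repeats the ratios at RELA-only and common regions were 1.13 (211 and 187; exact McNemar test, two-sided, p = 0.249) and 0.733 (44 and 60; exact McNemar test, two-sided, p = 0.141), so at that time no gain against vehicle was detectable there. The comparison regions outside tandem repeats had 0.154 gained per lost at that time. Relative to them both groups were higher (odds ratios 7.31 for RELA-only and 4.75 for common regions). After 6 h of TWEAK the ratios outside tandem repeats were 0.918 at RELA-only regions (168 and 183; exact McNemar test, two-sided, p = 0.455) and 3.30 at common regions (66 and 20; exact McNemar test, two-sided, p = 6.67e-07), against 0.323 at the comparison regions outside tandem repeats. The share of regions with an H3K27ac peak after 30 min of TNFα was 67.6% at RELA-only and 80.5% at common regions.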

To extend our analysis beyond H3K27ac, we examined H3K4me1, H3K4me2, and H3K4me3 enrichment under basal conditions and observed a similar pattern, with consistently higher signal at regions shared between TNFα and TWEAK responses (Fig. S5C). These findings support the idea that the common regions exist in a primed chromatin state prior to stimulation. Together, these findings demonstrate that TWEAK-induced noncanonical NF-κB selectively promotes RELB binding at epigenetically primed genomic regions that make up a subset of regions bound by RELA after activation of canonical NF-κB signaling by TNFα treatment. Additionally, TNFα stimulated RELA binding to a number of additional regions selectively bound by RELA, but not RELB, which also display enhanced H3K27ac occupancy following ligand treatment. This differential regulation underscores the distinct yet overlapping contributions of TNFα and TWEAK in shaping NF-κB-dependent epigenetic activation of transcription.

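Before stimulation, an H3K27ac peak was present at 71.1% of the common and 56.0% of the RELA-only regions, an odds ratio of 1.93 (Fisher's exact test on regions, two-sided, p = 3.52e-49; same direction on 21 of 24 chromosomes). Within deciles of RELA fold enrichment the odds ratio was 1.69, and outside tandem repeats, where the shares were 77.4% and 60.5%, it was 2.24. The direction changed when the 150 strongest RELA-only regions were set against all 3072 common regions, with an odds ratio of 0.666 (Fisher's exact test, two-sided, p = 0.0515). The common regions were not cut by strength there, so the sides are unmatched. With the 3000 strongest peaks of each RELA and RELB list the odds ratio was 3.03. The H3K4 methylation data were not analysed here.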

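The RELB regions of 6 h of TWEAK that lay outside the RELA list of 30 min of TNFα numbered 969, and 37.8% of them carried an H3K27ac peak in vehicle. Outside tandem repeats, 73.4% of all RELB regions and 57.6% of the 330 outside the RELA list did. From the overlap of RELB with RELA and the higher histone marks at shared regions before treatment, the paper concludes that TWEAK directs RELB to primed regions that are a subset of those bound by RELA after TNFα.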

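Among regions without an H3K27ac peak in vehicle, 29.9% of the 3607 RELA-only and 44.8% of the 889 common regions had 1 after 30 min of TNFα (odds ratio 0.525, Fisher's exact test, two-sided, p = 7.99e-17). The odds ratio was between 0.396 and 0.539 with the other ways of assigning H3K27ac peaks, and 0.634 outside tandem repeats.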

### RELB relies on chromatin accessibility and AP-1 factors for gene regulation

To further explore the regulatory mechanisms associated with the differential transcriptional effects elicited by RELA and RELB downstream of TNFα and TWEAK signaling, respectively, we examined transcription factor enrichment on the RELA-specific genomic regions (cluster 1) as well as the RELA/RELB-common regions (cluster 2) (Fig. 5B). Cluster 1 was primarily enriched for RELA and NFκB1, while in addition to enrichment for REL factors, cluster 2 also displayed a significant enrichment of AP-1 factors (e.g., FOS and JUN families of AP-1) (Fig. S5C). Similarly, motif enrichment analysis confirmed the presence of RELA (NFκB-p65) and TEAD motifs in cluster 1, whereas cluster 2 displayed a significant enrichment of AP-1 motifs in addition to RELA motifs (Fig. 5D). These results suggest that TNFα-induced RELA is able to largely function independently, while TWEAK-induced RELB may require additional transcription factors, such as AP-1 factors, for activity.

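Motifs were counted on either strand in the 200 bp around the RELA summit, with windows of the same width 1000 bp away as background. HOMER, which weighs many motifs against a background set, was not run. The NF-κB motif GGRRNNYYCC was present at 32.0% of the common and 41.5% of the RELA-only regions, against 4.23% and 5.91% in their flanks. The odds ratio between the groups was 0.663 (Fisher's exact test, two-sided, p = 1.43e-20, adjusted p = 7.13e-20 by Benjamini-Hochberg over 5 motifs). Its direction changed among regions not called in vehicle, with an odds ratio of 3.20, and outside tandem repeats, with 71.5% of common and 47.2% of RELA-only regions and an odds ratio of 2.81. The AP-1 motif TGASTCA was present at 13.0% of the common and 10.5% of the RELA-only regions (flanks 1.45% and 3.00%), an odds ratio of 1.27 (Fisher's exact test, two-sided, p = 2.15e-04, adjusted p = 3.58e-04). With a window of 400 bp the odds ratio was 1.04 and no longer past the threshold, while among regions not called in vehicle it was 3.41. Outside tandem repeats the AP-1 motif was present at 30.1% and 12.1%, an odds ratio of 3.12. For the TEAD motif WGGAATGY the shares were 7.62% and 6.65% (odds ratio 1.16, Fisher's exact test, two-sided, p = 0.0731, adjusted p = 0.0914), so no difference between the groups was detectable.

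**Figure D4:**
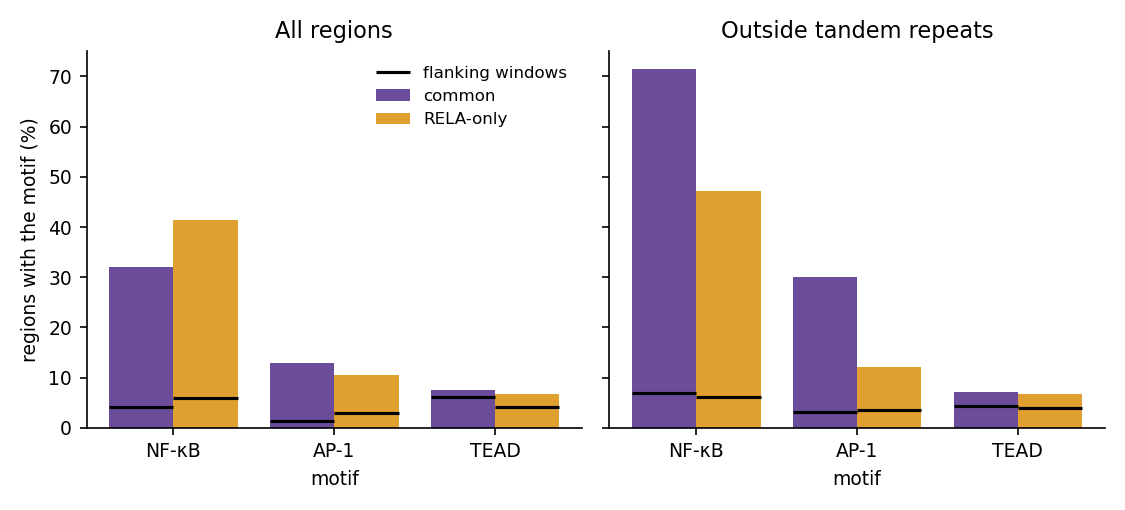
Percent of common (purple) and RELA-only (orange) regions with the NF-κB, AP-1 or TEAD motif in the 200 bp around the RELA summit, for all regions (left) and regions outside tandem repeats (right), with the share in flanking windows as black lines. The NF-κB motif is less frequent in common regions on the left (32.0% against 41.5%) and more frequent on the right (71.5% against 47.2%).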

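FOSL1, a subunit of AP-1, was profiled in vehicle-treated cells, so its list shows where it was bound before stimulation. The list held 58864 regions covering 16.1 Mb, with a median length of 235 bp and a median fold enrichment of 4.99. Tandem repeats held 10.8% of them.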

To further test this, we examined FOSL1 occupancy on cluster 1 (RELA-specific) and cluster 2 (RELA/RELB common regions). 

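Of the RELB regions at 6 h of TWEAK, 3195 or 78.9% (exact binomial 95% interval 77.6 to 80.1) overlapped a FOSL1 region, against 1.05% on average after random placement. Of the RELA regions at 30 min of TNFα, 6535 or 58.0% (57.1 to 58.9) did, against 1.11% after random placement. Outside tandem repeats, added after the data had been seen, the shares were 63.5% for RELB and 48.7% for RELA. In tandem repeats they were 89.1% and 83.7%, and 80.0% for the RELB regions of vehicle, so repeats raise both shares. The RELA share was lowest with the 20000 strongest FOSL1 peaks, at 31.7%, with 48.7% for RELB. When only RELA regions that overlapped FOSL1 and not RELB were counted over all RELA regions, the share was 34.9%.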

Intersection analysis revealed that 77% of RELB regions overlapped with FOSL1 (Fig. S5D) while just 27% of RELA-occupied regions intersected with FOSL1. Our previously published data [5] indicated that RELA-FOSL1 co-bound regions regulate cell migration in PDAC through the convergence of MAPK and NF-κB signaling pathways. Consistently, FOSL1 binding was higher in common regions (Cluster 2) than in RELA-specific regions (Cluster 1) (Figs. 5F and S5E).

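FOSL1 overlapped 2602 or 84.7% of the common and 3933 or 48.0% of the RELA-only regions, an odds ratio of 6.00 (Fisher's exact test on regions, two-sided, p = 6.93e-296; same direction on 24 of 24 chromosomes). Among regions not called in vehicle the odds ratio was 1.91, and outside tandem repeats it was 2.69. The paper examined FOSL1 as a further test of its proposal, made from transcription factor and motif enrichment, that RELA after TNFα can largely function independently and that RELB after TWEAK may require factors such as AP-1.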

We next sought to test whether the differences in RELA and RELB binding may be related to differences in chromatin accessibility prior to pathway activation. Thus, we examined chromatin accessibility by ATAC-seq [22] and observed that common regions (Cluster 2) exhibited significantly higher chromatin accessibility compared to RELA-specific regions (Cluster 1) (Figs. 5G and S5E). These findings underscore that noncanonical TWEAK signaling through RELB relies heavily on an open chromatin state to regulate gene expression, while TNFα-driven RELA binding can occur even at closed chromatin regions. Together, our results reveal that TNFα-driven RELA autonomously binds and regulates gene expression by increasing H3K27ac and activating enhancer regions, while TWEAK-induced RELB relies on the binding of other factors, such as AP-1, to provide an open chromatin conformation and active epigenetic state. Thus, these two pathways function with partially overlapping, but distinct mechanisms that may be useful for dissecting their individual contributions to cancer biology and potentially targeting individual aspects of NF-κB biology.

## Discussion

NF-κB signaling is a key driver of PDAC, with persistent activation observed in 70% of tumors [1, 23]. While the canonical (TNFα-TNFR) NF-κB pathway has been extensively studied, significantly less is known about the noncanonical (TWEAK-TWEAKR) pathway or the functional and differential epigenetic mechanisms by which these two pathways function in PDAC. Through multi-omics approaches, we uncover divergent chromatin-binding dynamics of RELA and RELB, highlighting the ability of TNFα to remodel chromatin and autonomously activate NF-κB-dependent transcription through RELA, while TWEAK-driven RELB activation requires pre-existing chromatin accessibility and co-factors such as AP-1.

Our results demonstrate that TNFα rapidly activates canonical NF-κB signaling, with RELA driving the expression of a vast number of genes. Functionally, TNFα-induced apoptosis is significantly enhanced when translation is inhibited, suggesting a dependency on rapidly synthesized survival factors such as MCL-1 and XIAP [24–26]. In contrast to the rapid transcriptional effects of TNFα, TWEAK-induced noncanonical NF-κB signaling exhibits slower activation dynamics and lacks a unique transcriptional program in PDAC cells, with nearly all induced genes also being induced by TNFα.

Our scRNA-seq analysis revealed that TWEAK is expressed by a broader range of cell types in PDAC, whereas TNFα is predominantly expressed by immune cells. Consistent with this, CellChat-based interaction analysis showed that TWEAK has greater cumulative signaling strength and a more complex network of ligand-receptor interactions. Consistent with a broader expression of TWEAK in the TME, TCGA analysis identified more drastic transcriptional differences in TWEAK^high^ tumors compared to TNFα^high^ tumors, suggesting that the TWEAK signal produced by more cells in the TME is able to engage more individual tumor cells and elicit an overall stronger transcriptional response in bulk RNA-sequencing. This finding is consistent with our multiplex immunofluorescence staining showing a broad expression of TWEAK in the PDAC TME. Interestingly, in contrast to the in vivo data, TNFα stimulation of PDAC cell lines in vitro induced a more robust transcriptional response than TWEAK. Thus, these findings support a model in which TWEAK recapitulates many of the transcriptional effects of TNFα, but through a slower, broader, and more distributed signaling program within the TME. This is likely driven by TWEAK’s expression in diverse stromal and epithelial compartments. In contrast, TNFα signaling elicits a significantly stronger effect but is more tightly controlled through interactions with specific components of the TME.

NF-κB is known to shape the epigenetic landscape in cancer by influencing chromatin accessibility, histone modifications, and transcription factor recruitment [1, 4, 27]. Our ChIP- and ATAC-seq analyses reveal key differences in RELA and RELB chromatin binding and activation dynamics. TNFα-induced RELA is able to bind to both open and closed chromatin regions and to establish active enhancers by promoting H3K27ac. This suggests that TNFα-driven RELA activation is sufficient to remodel chromatin and initiate transcription, reinforcing its autonomous role in NF-κB-driven oncogenic programs. In contrast, TWEAK-induced RELB binding is largely restricted to regions that are already accessible and marked by H3K27ac, reflecting its reliance on a primed chromatin state and collaborating factors such as AP-1. Unlike RELA, RELB does not autonomously remodel chromatin, underscoring distinct regulatory capacities of canonical and noncanonical NF-κB pathways. Future work evaluating TNFα-dependent translational processes and TWEAK-dependent effects on mitochondrial activity, ROS production, and related metabolic effects will be essential for deeper mechanistic dissection of how these distinct regulatory pathways shape downstream cellular responses.

The identification of TNFα and TWEAK as dominant NF-κB signaling axes in PDAC presents potential therapeutic opportunities. Given the ability of TNFα to activate genes controlled by both canonical and noncanonical NF-κB pathways, strategies specifically targeting transcriptional mechanisms controlling these genes (e.g., chromatin remodeling) could potentially disrupt PDAC progression. Furthermore, the reliance of TWEAK-induced RELB on chromatin accessibility, AP-1, and possibly other cofactors suggests potential vulnerabilities that could be exploited using inhibitors of chromatin remodeling or transcription factor modulators. AP-1 has been implicated in pancreatic cancer invasion and metabolic reprogramming, making it a potential target for combination therapies with NF-κB inhibitors [28, 29]. Targeting the NF-κB/AP-1 axis, either through chromatin remodeling inhibitors or MAPK blockade, could disrupt tumor adaptation mechanisms. Together, these findings show that TNFα and TWEAK engage NF-κB through distinct chromatin-based mechanisms, offering complementary avenues for therapeutic intervention in PDAC.

Our study provides a comprehensive analysis of TNFα- and TWEAK-mediated NF-κB signaling in PDAC, revealing distinct transcriptional, epigenetic, and functional differences. Our data suggest that TNFα is a primary driver of inflammation, metabolic adaptation, and migration through direct chromatin remodeling and autonomous RELA activity, whereas TWEAK relies on chromatin accessibility and transcriptional co-factors such as AP-1 to regulate gene expression. These findings suggest that TNFα-driven functions in PDAC may be differentially vulnerable compared to TWEAK-driven effects, which may be targeted by disrupting NF-κB/AP-1 interactions. Moreover, these results provide important new insights into the similarities and differences between canonical and noncanonical NF-κB and reveal important differences in the effects elicited by different components of the TME on PDAC tumor cell gene expression. A comprehensive evaluation of additional canonical and noncanonical ligands will be an important future direction to determine the extent to which these mechanisms generalize across the broader NF-κB signaling landscape. Further studies will be necessary to elucidate how these mechanisms can be exploited for improved patient therapy.

### Compliance with ethics statement

This study received all necessary ethical approvals from the Institutional Review Board (IRB) at the Mayo Clinic under protocols [354-06, 66-06, and 19-012104]. All experimental procedures and methods were conducted in accordance with relevant institutional guidelines and regulations. Informed consent was obtained from all human participants or their legal guardians prior to inclusion in the study, in accordance with IRB-approved protocols and institutional standards.

## Materials and methods

### Cell culture

AsPC-1 (RRID:CVCL_0152) cells were maintained in RPMI 1640 Medium (Corning). L3.6pl (RRID:CVCL_0384) cells were maintained in phenol red-free minimum essential media (MEM; Thermo Fischer Scientific). Media were supplemented with 10% FBS (Corning), 1% Penicillin/streptomycin (Thermo Fischer Scientific), and 1% L-Glutamine (Corning, for MEM media). Cells were split upon reaching 70–80% confluence. All treatments were performed in the appropriate media, and the list of proteins and inhibitors and concentrations used is provided in Supplementary Table S1. Cells were treated with TNF (10 ng/ml; R&D systems 210-TA-100), TWEAK (10 ng/ml; R&D systems 1090-TW-025), caspase 3/7 (1:500; ThermoFisher; C10432), and cycloheximide (10 µM; Sigma Aldrich; C7698).

### Protein isolation, RNA-seq, and ChIP-seq library preparation

Protein isolation and western blots were performed as previously reported [30]. The following primary antibodies were used at the indicated dilutions: phospho-NFκB p65 (S536) (93H1) (phospho-RELA; 1:1000; Cell Signaling Technology; 3033; RRID:AB_331284), RELB (D7D7W) (1:1000; Cell Signaling Technology; 10544; RRID:AB_2797727), NF-κB2 p100/p52 (18D10) (1:1000; Cell Signaling Technology; 3017; RRID:AB_10697356), NF-κB1 p105/p50 (D4P4D) (1:1000; Cell Signaling Technology; 13586; RRID:AB_2665516), and β-Actin (D6A8) (1:1000; Cell Signaling Technology; 8457; RRID:AB_10950489). Secondary antibodies were used at a 1:2500 dilution and included goat anti-rabbit IgG Starbright Blue 700 (Bio-Rad; 1200416; RRID:AB_2721073) and goat anti-mouse IgG Starbright Blue 520 (Bio-Rad; 12005866; RRID:AB_2934034).

For the RNA-seq library, RNA quality was validated by gel electrophoresis. We used 500 ng to make the libraries in triplicate for each condition. Libraries for cells were made using the TruSeq RNA Library Prep Kit V3 (Illumina) according to the manufacturer’s instructions. ChIPs and ChIP-seq were performed as previously described with minor changes [31, 32]. Libraries were prepared using the MicroPlex Library Preparation Kit v2 (Diagenode) according to the manufacturer’s protocol. Details protocol for RNA- and ChIP-seq are provided in Supplementary information. DNA quality of the resulting DNA was measured using the High Sensitivity DNA Kit (Agilent) on the Agilent TapeStation 4150 (RRID:SCR_019393). Antibodies used for ChIP are provided in the ChIP-seq methods section below. Samples were sequenced (paired-end 50 bp) on a NextSeq 2000 sequencer (P2, Illumina; RRID:SCR_023614) at the Robert Bosch Center for Tumor Diseases (RBCT).

### Cell migration analysis from IncuCyte time-lapse imaging

A total of 3000 cells were seeded and treated overnight with Nuclight Red dye (1:2000; Sartorius). The cells were then treated with proteins and inhibitors as specified in the cell culture section above. Live cell imaging was performed using the Sartorius IncuCyte (RRID:SCR_023147). Images were captured every 15 min for 48 h and processed using the Basic Analyzer tool (Sartorius). Preprocessing and image analysis were performed blots were performed as previously reported [5].

Box plots were plotted using the 10th to 90th percentile range. The error bars represent the 10th and 90th percentiles of the data, reflecting the spread of the central 80% of values. These are percentile-based and do not correspond to standard deviation (s.d.), standard error of the mean (s.e.m.), or confidence intervals (c.i.).

### scRNAseq data analysis for publicly available datasets

For the single cell RNAseq analysis, the following publicly available PDAC patient datasets were downloaded from the GEO database (RRID:SCR_005012), GSE154778 [33], GSE111672 [34], PRJCA001063 [35], GSE155698 [36], GSM4293555 from GSE141017 [37], and scRNA-seq data from the study by Chijimatsu et al., 2022 [38]. The processed data for PRJCA001063 [35] were obtained from zenodo [10.5281/zenodo.3969339] (RRID:SCR_004129), which included cell label annotations for 10 cell types after quality control (QC) steps. Other scRNA-seq datasets were downloaded from the NCBI GEO database or as specified in their respective publications. These datasets were combined, harmonized (harmony v0.1), and prepared for downstream analysis using the bioinformatics methodology described by PMID: 31740819 [39].

Seurat objects (RRID:SCR_022555) were created for individual datasets by reading the Cellranger output files into the R environment using the Read10x function and transforming them using the CreateSeuratObject function, as described in the Seurat Guided Clustering Tutorial (https://satijalab.org/seurat/articles/pbmc3k_tutorial). The analysis was conducted using R version 4.4.2 and Seurat version 5.2.01. Transcript counts, measured as UMIs, were normalized to 10,000 counts per cell and log-transformed, following the methodology described by Chijimatsu et al. [38]. Cells with a high percentage of mitochondrial genes (>25%) were filtered out during the QC steps. Other QC metrics for individual datasets, such as UMI counts and the number of expressed genes, were also applied as per Chijimatsu et al. [38].

Datasets were batch-corrected and integrated using the rPCA method as outlined in the Seurat package (https://satijalab.org/seurat/articles/integration_rpca.html). Each dataset was scaled, and the FindVariableFeatures function was employed to identify highly variable genes. These genes were utilized for PCA analysis (RRID:SCR_014676). An anchor was created using the FindIntegrationAnchors function with the following parameters: 30 principal components, rPCA, and two reference datasets (PRJCA001063 and GSE155698). Subsequently, six datasets were integrated using the IntegrateData function of the Seurat package. The integrated dataset was scaled, followed by PCA analysis and UMAP (RRID:SCR_018217) visualization. Cell-type annotation was transferred from the reference dataset PRJCA001063 [35]. CellChat analyses were conducted using CellChat (v1.5.0, PMID: 39289562). The heatmaps were designed after manual selection of the topgenes and normalizing as scaling using the DoHeatmap function in Seurat (v5.2.0). The gene enrichment was performed using bitr and enrichGO from the clusterProfiler (4.14.4) and enrichplot (1.26.6) packages and plotted with the ggplot2 package (3.5.2).

### mRNA-seq

The integrity of RNA was validated by gel electrophoresis, and 500 ng was used to make the libraries in triplicate for each condition. Libraries for cells were made using the TruSeq RNA Library Prep Kit V3 (Illumina) according to the manufacturer’s instructions. Oligo-dT beads were used to capture poly-A tailed-mRNA followed by first-strand cDNA synthesis by Superscript II reverse transcriptase (Thermo Fischer). Second-strand synthesis was followed by end repair, 3′ adenylation, adaptor ligation, and library amplification. Agencourt AMPure XP (Beckman Coulter) was used for size selection during the library synthesis. The quality of the resulting DNA was measured with high sensitivity DNA kit (Agilent) on the Agilent TapeStation 4150. Samples were sequenced (paired-end 50 bp) on a HiSeq4000 (Illumina) at the Genome Analysis Core at the Mayo Clinic (30-min-treated RNA-seq samples) and on a NextSeq 2000 (P2, Illumina) at the Robert Bosch Center for Tumor diseases (RBCT).

### RNA-seq bioinformatic analysis

Bam files were generated using STAR version 2.7.3a (RRID:SCR_004463) [40]. Features were counted using HTSeq version 0.9.1 (RRID:SCR_005514) [41]. Differential gene expression analysis was performed by DESeq2 (RRID:SCR_015687) [42]. Upregulated genes were identified as ≥1 log2 Fold Change, FDR≤0.05, and BaseMean≥10. Pathway analyses were performed using ShinyGO version 0.80 (RRID:SCR_019213) [43].

### RNA-seq quality control and sample exclusion

For both AsPC-1 (Fig. S3b) and L3.6pl (Fig. 3b) cell lines, one RNA-seq sample from the TNFα-treated group (replicate 1) was excluded from downstream analysis. This decision was based on pre-analysis quality control, which included evaluation of read counts, principal component analysis (PCA), and z-score heatmaps. In both cases, the excluded sample exhibited markedly low total read counts and clustered as an outlier in PCA plots. Further investigation revealed the issue was due to sequencing error. Although the exclusion criteria were not pre-established, they were applied consistently based on these objective quality metrics.

### TCGA Data Acquisition

For RNA-seq data analysis, Gene expression data for pancreatic adenocarcinoma (PAAD) were obtained from the TCGA-PAAD project via the UCSC Xena Browser (https://xenabrowser.net, RRID:SCR_005012). The dataset TCGA-PAAD.star_counts.tsv, containing STAR-aligned gene-level expression in log2(count + 1) format, was downloaded from the GDC Xena Hub (https://gdc.xenahubs.net). In addition, clinical phenotype metadata were also obtained from the GDC data portal (RRID:SCR_014514) for sample annotation and filtering. The TCGA-PAAD dataset includes both primary tumor and normal pancreatic tissue samples and is publicly available under the accession number phs000178 in the dbGaP database (https://www.ncbi.nlm.nih.gov/projects/gap/cgi-bin/study.cgi?study_id=phs000178).

Sample selection was performed following rigorous preprocessing, including removal of normal tissue samples (barcode suffix −11A), tumor subtypes such as cystic, mucinous, and serous adenocarcinomas, and samples with low or missing expression of TNF and TWEAK. Gene identifiers were cleaned by removing Ensembl version suffixes and mapped to HGNC gene symbols using the biomaRt package (RRID:SCR_002987). After quality control, 82 primary tumor samples and 23,495 genes were retained for downstream analysis. Samples were then categorized into three expression groups; TNF^high^, TWEAK^high^, and TNF/TWEAK^low^, based on data-driven expression thresholds for TNF and TWEAK genes, determined using summary statistics of their expression distributions.

### TCGA bioinformatic analysis

Differential gene expression was assessed using the limma package (RRID:SCR_010943) [44] from Bioconductor. The input matrix, already log2(count + 1) transformed, was quantile normalized using normalizeBetweenArrays() to reduce technical variability. Limma was selected over count-based methods such as DESeq2 or edgeR due to the log-transformed nature of the input data and its robust performance with small-to-moderate sample sizes. Group comparisons were defined based on TNF and TWEAK expression levels. A design matrix without intercept ( ~ 0 + group) was used to fit group-specific linear models with lmFit(). Empirical Bayes moderation was applied using eBayes(trend = TRUE) to account for the mean-variance relationship typical of RNA-seq data.

Genes were considered significantly differentially expressed if they met the criteria: adjusted *p*-value < 0.05, |log2 fold change| > 1, and average expression ≥ 5 (log2 scale). Significant genes were saved separately for downstream visualization and enrichment analysis.

### Gene set enrichment analysis (GSEA)

GSEA was conducted using the clusterProfiler package (RRID:SCR_016884) [45]. Gene lists ranked by log2 fold change were analyzed using the GSEA() function, which internally uses the fgsea algorithm (RRID:SCR_020938) [46] for fast enrichment scoring. Custom gene sets, such as TNFα_specific and Common_Genes (supplementary materials), were prepared in GMT format and loaded with read.gmt(), then passed via the TERM2GENE argument. The analysis used the following parameters; pvalueCutoff = 1, minGSSize = 1, maxGSSize = 600. Documentation for the GSEA function is available in the clusterProfiler user manual [46]. Enrichment statistics, including normalized enrichment score (NES), nominal *p*-values, and leading-edge genes, were computed. Selected gene sets were visualized using the plotEnrichment() function, and results were saved in TSV and PDF formats for reporting.

Analyses were conducted in R v4.3.1 using the following packages: limma v3.60.6, clusterProfiler v4.12.6, fgsea v1.30.0, and biomaRt v2.60.1.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

Chromatin immunoprecipitation was performed as previously described [32, 47]. Antibodies included H3K27ac (1μg; C15410196, Diagenode; RRID:AB_2637079), FOSL1 (D80B4) (FRA-1) (5 μl; 5281; Cell Signaling; RRID:AB_10557418), RELA (NFκB p65 L8F6) (5 μl; 6956; Cell Signaling; RRID:AB_10828935), RELB (5 μl; Cell Signaling; 10544; RRID:AB_2797727), and control Rabbit IgG (1 μg; C15410206, Diagenode; RRID:AB_2722554). Protein A-Sepharose and protein G-Sepharose (for RELA) beads were added to the samples and incubated for 2 h, washed, de-crosslinked, and DNA was extracted. Samples were performed in triplicate for each. Condition. Libraries were prepared using the MicroPlex Library Preparation Kit v2 (Diagenode) according to the manufacturer’s protocol. DNA integrity was measured with a high-sensitivity DNA kit (Agilent) on the Agilent TapeStation 4150. Samples were sequenced (paired-end 50 bp) on a NextSeq 2000 (P3, Illumina) at the Robert Bosch Center for Tumor Diseases.

### ChIP-seq bioinformatic analysis

Reads were mapped to the reference genome assembly (hg38) by BOWTIE2/2.5.0 (RRID:SCR_016368) [48]. Bigwig files were generated from merged bam files using bamCoverage (RRID:SCR_016366). Localization profiles were viewed using Integrative Genomics Viewer (IGV 2.16.0) (RRID:SCR_011793) [49]. MACS2 (RRID:SCR_013291) [50] was used to call the significant peaks without building the shifting model with broad peaks (broad-cutoff 0.05) called for H3K27ac, narrow peaks (broad-cutoff 0.05), and input files from respective cells as background. The Bioconductor (RRID:SCR_006442) R package Diffbind 3.10.1 (RRID:SCR_012918) [51] was run on R version 4.3.1 according to the instruction manual to define regions that are differentially enriched by RELA and RELB. ChIP occupancies were evaluated by the computeMatrix tool (RRID:SCR_016366). ChIP-seq profiles and heatmaps were generated from computeMatrix values using the PlotProfiles and PlotHeatmap tools, respectively, on the Galaxy platform (RRID:SCR_006281) [52]. Transcription factor enrichment analyses were performed using ChIP-Atlas (RRID:SCR_015511) [53–55].

### Multiplex immunofluorescence staining

A six-color multiplex immunofluorescence staining was performed using OPAL^TM^ multiplexing method. The staining protocol for FFPE tissue sections was optimized for the simultaneous detection of six antibodies and DAPI for cell nuclear stain. The sections were deparaffinized, rehydrated, subjected to heat-induced epitope retrieval, and incubated with primary and secondary antibodies. The antibodies were visualized using a fluorescent tyramide with Opal 6-Plex Manual Detection Kit (Akoya Biosciences; NEL861001KT). The epitope retrieval and staining process was repeated sequentially for different primary antibodies and fluorescent tyramide combinations. The following primary antibodies with different dilutions were used: CD68 (Cell Marque; 168M-94; RRID:AB_1158188) with 1:500 dilution, Phospho-NF-kB p65 (Ser536) (Cell Signaling; 3033; RRID:AB_331284) with 1:25 dilution, αSMA (Abcam; ab5694; RRID:AB_2223021) with 1:100 dilution, CD31 (PECAM-1) (89C2) (Cell Signaling; 3528; RRID:AB_2223021) with 1:800 dilution, and Pan-Keratin (AE1/AE3) (Cell Signaling; 67306) with 1:50 dilution. Antibodies were visualized with the following tyramide dyes used from the Opal Detection kit (Akoya Biosciences; NEL861001KT): Opal 520, Opal 570, Opal 620, Opal 690, and DIG-Opal 780. Sections were mounted with ProLong^®^ Diamond Antifade Mountant (Thermo Fischer Scientific; P36961). Multiplex-stained slides were imaged using a PhenoImager Fusion system (Akoya Biosciences).

### Statistics and reproducibility

All images presented are representative of at least three biological replicates, except for single-cell migration assays, where graphs represent approximately 3000 cells. Statistical significance was determined using unpaired *t*-tests. Statistical analysis of apoptosis curves was performed by calculating the area under the curve (AUC) followed by unpaired t-tests of the AUC values. Box plots display the 10th to 90th percentile range, with error bars representing the spread of the central 80% of values; these are percentile-based and do not correspond to standard deviation (s.d.), standard error of the mean (s.e.m.), or confidence intervals (c.i.). Upregulated genes and regions were identified using thresholds of log2 fold change >1, false discovery rate (FDR) ≤ 0.05, and BaseMean >10. All graphs and statistical analyses were conducted using GraphPad Prism 10.4.1.

### Schematic images

Model figures were generated using https://www.biorender.com/.

## Supplementary information

Supplemental Materials and Methods

Supplementary Figures S1-5

TNFα-specific and common genes

Western blots used in the study

## Data Availability

All raw and processed data are available under the GEO accession numbers GSE296831 and GSE296832.

# Supplementary material for: Epigenetic context defines the transcriptional activity of canonical and noncanonical NF-κB signaling in pancreatic cancer
**Source:** Cell Death Discov. 2026 Mar 17;12:152. doi: 10.1038/s41420-026-03019-9
**Supplement:** Supplementary file 1 — Supplemental Materials and Methods

Supplementary Material

Aggrey-Fynn *et al*.

**Epigenetic Context Defines the Transcriptional Activity of Canonical and Noncanonical NF-κB Signaling in Pancreatic Cancer**

Supplementary Figure Legends

Supplementary Materials and Methods

Supplementary References

Supplementary material 1: TNFα-specific and common genes

Supplementary material 2: Western blots used in the study (L3.6pl)

**Supplementary figure legends**

**Supplementary figure 1: NF-κB signaling is elevated in PDAC tumor cells compared to normal cells. A**, UMAP plots displaying the expression patterns of BAFF (*TNFSF13B*), CD40, and RANKL (*TNFSF11*) ligands, highlighting their distribution across cell populations in PDAC patient samples. **B & C**, UMAP plots and violin plots comparing the expression levels of TNF (TNFα) and TNFSF12 (TWEAK) between PDAC and normal patient samples, demonstrating increased NF-κB ligand expression in tumor cells. **D**, Circle plots illustrating intercellular communication networks between cells from control (normal) and PDAC patient samples. Blue lines indicate reduced communication in PDAC, while red lines indicate increased communication relative to normal cells. Arrows denote the directionality of intercellular signaling interactions. **E**, Comparison of NF-κB pathway signaling flow between PDAC and control cells, calculated as the summation of ligand-receptor gene expression products across all sender-receiver pairs. Blue indicates increased communication in PDAC, while red indicates decreased communication relative to controls. **F**, Bar graph quantifying total inferred interactions and interaction strength between control and PDAC samples, further emphasizing the enhanced NF-κB signaling activity in tumor cells.

**Supplementary figure 2: Cellular distribution and signaling networks of TNF and TWEAK in PDAC. A**, Multiplex immunofluorescence staining of PDAC tumor sample 2 showing TNFα expression enriched in CD68+ macrophage-rich areas (yellow), while TWEAK expression (cyan) overlaps with CD31+ endothelial cells (orange) and α-SMA+ fibroblasts (green). **B**, Violin plots display the expression levels of TNFα and TWEAK across all PDAC patient samples, ranked from highest to lowest expression. **C**, Dot plot showing **TNF** and **TNFSF12** expression across PDAC patient samples grouped by TNFα^high^ (red), TWEAK^high^ (blue), and TNFα/TWEAK^low^ (purple) status. Each dot represents the percent of cells expressing the gene within a sample (dot size) and the average expression level (dot color, log2 scale). **D**, UMAP plots showing the expression patterns of ***TNF*** and ***TNFSF12* in the** TNFα^high^, TWEAK^high^, and TNFα/TWEAK^low^ groups. **E**, The directionality of intracellular communication mediated by TNF-TNFRSF1A and TNF-TNFRSF1B ligand-receptor interactions is shown in TNFα^high^ patient samples. **F**, A bar graph compares the total inferred interactions and interaction strength between TNFα^high^ and TWEAK^high^ patient groups, emphasizing differences in signaling activity. **G-H**, Scatter plots visualize the intensity of outgoing and incoming interactions across a two-dimensional manifold, where the size of each circle represents the number of significantly expressed receptor-ligand pathways across the two sample groups.

**Supplementary figure 3: The functional differences and similarities between TNFα and TWEAK signaling activation in PDAC. A**, Pathway analysis for biological processes (GO) and KEGG of enriched genes in TNFα^high^ and TWEAK^high^ versus TNFα/TWEAK^low^ samples, highlighting distinct functional pathways activated by each signaling axis. The top pathways were selected based on FDR values. **B**, Heatmap of differentially expressed genes following RNA-seq analysis on AsPC-1 cells treated with TNFα and TWEAK for 6 and 48 hours. Unbiased clustering analysis was performed after differential expression with DESeq2, identifying distinct transcriptional responses to TNFα and TWEAK signaling. One TNFα-treated replicate (replicate 1) was excluded due to low read depth and outlier behavior in PCA and z-score heatmap analyses, which indicated a sequencing error. **C**, Pathway analysis for biological processes (GO) and KEGG for genes in clusters 1, 3 & 7, and 6, highlighting key functional pathways enriched in each group. The top pathways were selected based on FDR values. **D-I**, Pathway analysis for biological processes (GO) and KEGG for genes in clusters 1–8, identified through unbiased clustering analysis. The selected pathways represent the most significantly enriched biological functions and signaling mechanisms associated with each cluster, based on FDR values.

**Supplementary figure 4: The functional differences and similarities between TNFα and TWEAK signaling activation in PDAC. A**, Caspase 3/7 activity in L3.6pl and AsPC-1 cells over 72 hours following treatment with staurosporine (STS; 0.1 µM). **B**, Generated migration tracks of individual AsPC-1 and L3.6pl cells following vehicle, TNFα, and TWEAK treatments for 48 hours, captured using live-cell imaging (IncuCyte, magnification = 10×). The tracks illustrate differences in cell motility and migration behavior in response to TNFα and TWEAK signaling. **C**, Volcano plots showing differentially expressed genes (DEGs) in TCGA PDAC samples identified using limma. Plots compare TNFα^high^ versus TNFα/TWEAK^low^ (left) and TWEAK^high^ versus TNFα/TWEAK^low^ (right). Red and blue points represent significantly upregulated (log2FC > 1) and downregulated (log2FC < -1) genes, respectively (adjusted p-value < 0.05). Pathway analysis for biological processes (GO) and KEGG for differentially expressed genes (DEGs) in TNFα^high^ versus TNFα/TWEAK^low^ (top) and TWEAK^high^ versus TNFα/TWEAK^low^ (bottom) PDAC patient samples from TCGA. TWEAK^high^ samples show overlapping set of enriched pathways.

**Supplementary figure 5: RELA/RELB common regions are associated with chromatin accessibility and AP-1 factors. A**, Principal Component Analysis (PCA) comparing RELA/TNFα and RELB/TWEAK binding profiles following DiffBind analysis (top), showing distinct clustering of transcription factor occupancy. ChIP-seq data were obtained from triplicate samples. Bottom, a MA plot displays the differentially bound regions identified by DiffBind analysis, highlighting a significantly higher number of RELA/TNFα-bound regions compared to RELB/TWEAK-bound regions, suggesting broader chromatin engagement by RELA. **B**, Heatmap of H3K27ac signals in RELA-specific and common binding regions, identified in DiffBind analysis, with corresponding signal comparisons across vehicle, TNFα, and TWEAK treatments. **C**, Heatmap showing H3K4me1, H3K4me2, and H3K4me3 enrichment in untreated L3.6pl cells across RELA-specific and common binding regions. **D**, Dot plot showing the top transcription factors enriched in RELA-specific regions (Cluster 1, right) and RELA/RELB common regions (Cluster 2, left), identified through ChIP-Atlas analysis. Transcription factors were selected based on FDR values, highlighting differential regulatory factor associations. **E**, Venn diagram illustrating the overlap between FOSL1, RELA, and RELB binding regions, generated through bedtools intersect analysis. The diagram highlights unique and shared genomic loci, reinforcing the role of AP-1 factors in NF-κB signaling integration. **F**, IGV tracks displaying RELA, RELB, FOSL1, ATAC-seq, and H3K27ac signals (L3.6pl) at clusters 1 & 2, providing insight into transcription factor binding, chromatin accessibility, and histone acetylation dynamics.

**Materials and methods**

**Cell Culture**

AsPC-1 (RRID:CVCL_0152) cells were maintained in RPMI 1640 Medium (Corning). L3.6pl (RRID:CVCL_0384) cells were maintained in phenol red-free minimum essential media (MEM; Thermo Fischer Scientific). Media were supplemented with 10% FBS (Corning), 1% Penicillin/streptomycin (Thermo Fischer Scientific), and 1% L-Glutamine (Corning, for MEM media). Cells were split upon reaching 70-80% confluence. All treatments were performed in the appropriate media and the list of proteins and inhibitors and concentrations used are provided in Supplementary Table S1. Cells were treated with TNF (10ng/ml; R&D systems 210-TA-100), TWEAK (10ng/ml; R&D systems 1090-TW-025), caspase 3/7 (1:500; ThermoFisher; C10432), and cycloheximide (10 µM; Sigma Aldrich; C7698),

**Protein isolation, RNA-seq, and ChIP-seq library preparation**

Protein isolation and western blots were performed as previously reported (1). The following primary antibodies were used at the indicated dilutions: phospho-NFκB p65 (S536) (93H1) (phospho-RELA; 1:1000; Cell Signaling Technology; 3033; RRID:AB_331284), RELB (D7D7W) (1:1000; Cell Signaling Technology; 10544; RRID:AB_2797727), NF-κB2 p100/p52 (18D10) (1:1000; Cell Signaling Technology; 3017; RRID:AB_10697356), NF-κB1 p105/p50 (D4P4D) (1:1000; Cell Signaling Technology; 13586; RRID:AB_2665516), and β-Actin (D6A8) (1:1000; Cell Signaling Technology; 8457; RRID:AB_10950489). Secondary antibodies were used at a 1:2500 dilution and included goat anti-rabbit IgG Starbright Blue 700 (Bio-Rad; 1200416; RRID:AB_2721073) and goat anti-mouse IgG Starbright Blue 520 (Bio-Rad; 12005866; RRID:AB_2934034).

For the RNA-seq library, RNA quality was validated by gel electrophoresis. We used 500ng to make the libraries in triplicates for each condition. Libraries for cells were made using the TruSeq RNA Library Prep Kit V3 (Illumina) according to the manufacturer’s instructions. ChIPs and ChIP-seq were performed as previously described with minor changes (2, 3). Libraries were prepared using the MicroPlex Library Preparation Kit v2 (Diagenode) according to the manufacturer’s protocol. Details protocol for RNA- and ChIP-seq are provided in Supplementary information. DNA quality of the resulting DNA was measured using the High Sensitivity DNA Kit (Agilent) on the Agilent TapeStation 4150 (RRID:SCR_019393). Antibodies used for ChIP are provided in the ChIP-seq methods section below. Samples were sequenced (paired-end 50 bp) on a NextSeq 2000 sequencer (P2, Illumina; RRID:SCR_023614) at the Robert Bosch Center for Tumor Diseases (RBCT).

**Cell migration analysis from incuCyte time-lapse imaging**

A total of 3000 cells were seeded and treated overnight with Nuclight Red dye (1:2000; Sartorius). The cells were then treated with proteins and inhibitors as specified in the cell culture section above. Live cell imaging was performed using the Sartorius IncuCyte (RRID:SCR_023147). Images were captured every 15 minutes for 48 hours and processed using the Basic Analyzer tool (Sartorius).

Preprocessing and image analysis were performed using FIJI (RRID:SCR_002285) (4). Raw brightfield and fluorescent nuclear tiff images from IncuCyte imaging were compiled using a custom script written in the ImageJ (RRID:SCR_003070) macro language (5). Imaging drift was corrected in batch using the Correct 3D Drift plugin (6). Nuclear segmentation and tracking were performed in batches using a custom Python (RRID:SCR_008394) script in ImageJ. Image nuclei were automatically segmented for each imaging frame using the StarDist2D ImageJ plugin with the included “Versatile (fluorescent nuclei)” model (7, 8). The resulting labeled images were then tracked frame-by-frame in a semi-automated manner using the TrackMate plugin for ImageJ with a Simple Sparse LAP Tracker and a maximum linking distance and gap closing distance of 50 px (9). The resulting cell trajectories were output to an xml file and further analyzed using custom Python (v3.9) software utilizing the following packages: numpy (RRID:SCR_008633), scipy (RRID:SCR_008058), pandas (RRID:SCR_018214), and matplotlib (RRID:SCR_008624) (10-13). Tracks containing <3 time points were disregarded. Mean instantaneous speeds, mean squared displacements (MSDs), and directional correlation between trajectories were calculated as previously described (14). Data from different conditions was compiled, and custom Python scripts were used to perform statistical analysis and visualization.

Box plots were plotted using the 10th to 90th percentile range. The error bars represent the 10th and 90th percentiles of the data, reflecting the spread of the central 80% of values. These are percentile-based and do not correspond to standard deviation (s.d.), standard error of the mean (s.e.m.), or confidence intervals (c.i.).

**scRNAseq data analysis for publicly available datasets**

For the single cell RNAseq analysis, the following publicly available PDAC patient datasets were downloaded from the GEO database (RRID:SCR_005012), GSE154778 (15), GSE111672 (16), PRJCA001063 (17), GSE155698 (18), GSM4293555 from GSE141017 (19), and scRNA-seq data from the study by Chijimatsu et al., 2022 (20). The processed data for PRJCA001063 (17) was obtained from zenodo [10.5281/zenodo.3969339] (RRID:SCR_004129), which included cell label annotations for 10 cell types after quality control (QC) steps. Other scRNA-seq datasets were downloaded from the NCBI GEO database or as specified in their respective publications. These datasets were combined, harmonized (harmony v0.1), and prepared for downstream analysis using the bioinformatics methodology described by Chijimatsu et al., 2022 (20). (PMID: 31740819).

Seurat objects (RRID:SCR_022555) were created for individual datasets by reading the Cellranger output files into the R environment using the Read10x function and transforming them using the CreateSeuratObject function, as described in the Seurat Guided Clustering Tutorial (<https://satijalab.org/seurat/articles/pbmc3k_tutorial>). The analysis was conducted using R version 4.4.2 and Seurat version 5.2.01. Transcript counts, measured as UMIs, were normalized to 10,000 counts per cell and log-transformed, following the methodology described by Chijimatsu et al., 2022 (20). Cells with a high percentage of mitochondrial genes (>25%) were filtered out during the QC steps. Other QC metrics for individual datasets, such as UMI counts and the number of expressed genes, were also applied as per Chijimatsu et al., 2022 (20).

Datasets were batch-corrected and integrated using the rPCA method as outlined in the Seurat package (<https://satijalab.org/seurat/articles/integration_rpca.html>). Each dataset was scaled, and the FindVariableFeatures function was employed to identify highly variable genes. These genes were utilized for PCA analysis (RRID:SCR_014676). An anchor was created using the FindIntegrationAnchors function with the following parameters: 30 principal components, rPCA, and two reference datasets (PRJCA001063 and GSE155698). Subsequently, six datasets were integrated using the IntegrateData function of the Seurat package. The integrated dataset was scaled, followed by PCA analysis and UMAP (RRID:SCR_018217) visualization. Cell-type annotation was transferred from the reference dataset PRJCA001063 (17). Cellchat analyses were conducted using CellChat (v1.5.0, PMID: 39289562). The heatmaps were designed after manual selection of the topgenes and normalizing as scaling using the DoHeatmap function in Seurat (v5.2.0). The gene enrichment was performed using bitr and enrichGO from the clusterProfiler (4.14.4) and enrichplot (1.26.6) package and plotted with the ggplot2 package (3.5.2).

**mRNA-seq**

The integrity of RNA was validated by gel electrophoresis and 500ng was used to make the libraries in triplicates for each condition. Libraries for cells were made using the TruSeq RNA Library Prep Kit V3 (Illumina) according to the manufacturer’s instructions. Oligo-dT beads were used to capture poly-A tailed-mRNA followed by first-strand cDNA synthesis by Superscript II reverse transcriptase (Thermo Fischer). Second-strand synthesis was followed by end repair, 3’ adenylation, adaptor ligation, and library amplification. Agencourt AMPure XP (Beckman Coulter) was used for size selection during the library synthesis. The quality of the resulting DNA was measured with high sensitivity DNA kit (Agilent) on the Agilent TapeStation 4150. Samples were sequenced (paired-end 50bp) on a HiSeq4000 (Illumina) at the Genome Analysis Core at the Mayo Clinic (30-minute-treated RNA-seq samples) and on a NextSeq 2000 (P2, Illumina) at the Robert Bosch Center for Tumor diseases (RBCT).

**RNA-seq bioinformatic analysis**

Bam files were generated using STAR version 2.7.3a (RRID:SCR_004463) (21). Features were counted using htseq version 0.9.1 (RRID:SCR_005514) (22). Differential gene expression analysis was performed by DESeq2 (RRID:SCR_015687) (23). Upregulated genes were identified as ≥1 log2 Fold Change, FDR≤0.05, and BaseMean≥10. Pathway analyses were performed using ShinyGO version 0.80 (RRID:SCR_019213) (24).

**RNA-seq quality control and sample exclusion**

For both AsPC-1 (Fig. S3b) and L3.6pl (Fig. 3b) cell lines, one RNA-seq sample from the TNFα-treated group (replicate 1) was excluded from downstream analysis. This decision was based on pre-analysis quality control, which included evaluation of read counts, principal component analysis (PCA), and z-score heatmaps. In both cases, the excluded sample exhibited markedly low total read counts and clustered as an outlier in PCA plots. Further investigation revealed the issue was due to sequencing error. Although the exclusion criteria were not pre-established, they were applied consistently based on these objective quality metrics.

**Data acquisition (TCGA)**

For RNA-seq data analysis, Gene expression data for pancreatic adenocarcinoma (PAAD) were obtained from the TCGA-PAAD project via the UCSC Xena Browser ([https://xenabrowser.net](https://xenabrowser.net/), RRID:SCR_005012). The dataset TCGA-PAAD.star_counts.tsv, containing STAR-aligned gene-level expression in log2(count + 1) format, was downloaded from the GDC Xena Hub ([https://gdc.xenahubs.net](https://gdc.xenahubs.net/)). In addition, clinical phenotype metadata were also obtained from the GDC data portal (RRID:SCR_014514) for sample annotation and filtering*.* The TCGA-PAAD dataset includes both primary tumor and normal pancreatic tissue samples and is publicly available under the accession number phs000178 in the dbGaP database (<https://www.ncbi.nlm.nih.gov/projects/gap/cgi-bin/study.cgi?study_id=phs000178>).

Sample selection was performed following rigorous preprocessing, including removal of normal tissue samples (barcode suffix -11A), tumor subtypes such as cystic, mucinous, and serous adenocarcinomas, and samples with low or missing expression of TNF and TWEAK. Gene identifiers were cleaned by removing Ensembl version suffixes and mapped to HGNC gene symbols using the biomaRt package (RRID:SCR_002987). After quality control, 82 primary tumor samples and 23,495 genes were retained for downstream analysis. Samples were then categorized into three expression groups; TNF^high^, TWEAK^high^, and TNF/TWEAK^low^, based on data-driven expression thresholds for TNF and TWEAK genes, determined using summary statistics of their expression distributions.

**Bioinformatic analysis (TCGA)**

Differential gene expression was assessed using the limma package (RRID:SCR_010943) (25) from Bioconductor. The input matrix, already log2(count + 1) transformed, was quantile normalized using normalizeBetweenArrays() to reduce technical variability. Limma was selected over count-based methods such as DESeq2 or edgeR due to the log-transformed nature of the input data and its robust performance with small-to-moderate sample sizes. Group comparisons were defined based on TNF and TWEAK expression levels. A design matrix without intercept (~ 0 + group) was used to fit group-specific linear models with lmFit(). Empirical Bayes moderation was applied using eBayes(trend = TRUE) to account for the mean–variance relationship typical of RNA-seq data.

Genes were considered significantly differentially expressed if they met the criteria:
adjusted p-value < 0.05, |log2 fold change| > 1, and average expression ≥ 5 (log2 scale). Significant genes were saved separately for downstream visualization and enrichment analysis.

**Gene Set Enrichment Analysis (GSEA)**

GSEA was conducted using the clusterProfiler package (RRID:SCR_016884) (26). Gene lists ranked by log2 fold change were analyzed using the GSEA() function, which internally uses the fgsea algorithm (RRID:SCR_020938) (27) for fast enrichment scoring. Custom gene sets, such as TNFα_specific and Common_Genes (supplementary materials), were prepared in GMT format and loaded with read.gmt(), then passed via the TERM2GENE argument. The analysis used the following parameters; pvalueCutoff = 1, minGSSize = 1, maxGSSize = 600. Documentation for the GSEA function is available in the clusterProfiler user manual (28). Enrichment statistics, including normalized enrichment score (NES), nominal p-values, and leading-edge genes, were computed. Selected gene sets were visualized using the plotEnrichment() function, and results were saved in TSV and PDF formats for reporting.

Analyses were conducted in R v4.3.1 using the following packages: limma v3.60.6, clusterProfiler v4.12.6, fgsea v1.30.0, and biomaRt v2.60.1.

**Chromatin immunoprecipitation sequencing (ChIP-seq)**

Chromatin immunoprecipitation was performed as previously described (3, 29). Antibodies included H3K27ac (1μg; C15410196, Diagenode; RRID:AB_2637079), FOSL1 (D80B4) (FRA-1) (5 μl; 5281; Cell Signaling; RRID:AB_10557418), RELA (NFκB p65 L8F6) (5 μl; 6956; Cell Signaling; RRID:AB_10828935), RELB (5 μl; Cell Signaling; 10544; RRID:AB_2797727), and control Rabbit IgG (1 μg; C15410206, Diagenode; RRID:AB_2722554). Protein A-sepharose and protein G-Sepharose (for RELA) beads were added to the samples and incubated for 2 hours, washed, de-crosslinked, and DNA was extracted. Samples were performed in triplicates for each. Condition. Libraries were prepared using the MicroPlex Library Preparation Kit v2 (Diagenode) according to the manufacturer’s protocol. DNA integrity was measured with a high-sensitivity DNA kit (Agilent) on the Agilent TapeStation 4150. Samples were sequenced (paired-end 50bp) on a NextSeq 2000 (P3, Illumina) at the Robert Bosch Center for Tumor diseases.

**ChIP-seq bioinformatic analysis**

Reads were mapped to the reference genome assembly (hg38) by BOWTIE2/2.5.0 (RRID:SCR_016368) (30). Bigwig files were generated from merged bam files using bamCoverage (RRID:SCR_016366). Localization profiles were viewed using Integrative Genomics Viewer (IGV 2.16.0) (RRID:SCR_011793) (31). MACS2 (RRID:SCR_013291) (32) was used to call the significant peaks without building the shifting model with broad peaks (broad-cutoff 0.05) called for H3K27ac, narrow peaks (broad-cutoff 0.05), and input files from respective cells as background. The Bioconductor (RRID:SCR_006442) R package Diffbind 3.10.1 (RRID:SCR_012918) (33) was run on R version 4.3.1 according to the instruction manual to define regions that are differentially enriched by RELA and RELB. ChIP occupancies were evaluated by the computeMatrix tool (RRID:SCR_016366). ChIP-seq profiles and heatmaps were generated from computeMatrix values using the PlotProfiles and PlotHeatmap tools respectively on the Galaxy platform (RRID:SCR_006281) (34). Transcription factor enrichment analyses were performed using ChIP-Atlas (RRID:SCR_015511) (35).

**Multiplex immunofluorescence staining**

A six-color multiplex immunofluorescence staining was performed using OPAL^TM^ multiplexing method. The staining protocol for FFPE tissue sections was optimized for the simultaneous detection of six antibodies and DAPI for cell nuclear stain. The sections were deparaffinized, rehydrated, subjected to heat-induced epitope retrieval, and incubated with primary and secondary antibodies. The antibodies were visualized using a fluorescent tyramide with Opal 6-Plex Manual Detection Kit (Akoya Biosciences; NEL861001KT). The epitope retrieval and staining process was repeated sequentially for different primary antibodies and fluorescent tyramide combinations. The following primary antibodies with different dilutions were used: CD68 (Cell Marque; 168M-94; RRID:AB_1158188) with 1:500 dilution, Phospho-NF-kB p65 (Ser536) (Cell Signaling; 3033; RRID:AB_331284) with 1:25 dilution, αSMA (Abcam; ab5694; RRID:AB_2223021) with 1:100 dilution, CD31 (PECAM-1) (89C2) (Cell Signaling; 3528; RRID:AB_2223021) with 1:800 dilution, and Pan-Keratin (AE1/AE3) (Cell Signaling; 67306) with 1:50 dilution. Antibodies were visualized with the following tyramide dyes used from the Opal Detection kit (Akoya Biosciences; NEL861001KT): Opal 520, Opal 570, Opal 620, Opal 690, and DIG-Opal 780. Sections were mounted with ProLong^®^ Diamond Antifade Mountant (Thermo Fischer Scientific; P36961). Multiplex-stained slides were imaged using a PhenoImager Fusion system (Akoya Biosciences).

**References**

1. Kutschat AP, Hamdan FH, Wang X, Wixom AQ, Najafova Z, Gibhardt CS, et al. STIM1 Mediates Calcium-Dependent Epigenetic Reprogramming in Pancreatic Cancer. Cancer Res. 2021;81(11):2943-55.

2. Najafova Z, Tirado-Magallanes R, Subramaniam M, Hossan T, Schmidt G, Nagarajan S, et al. BRD4 localization to lineage-specific enhancers is associated with a distinct transcription factor repertoire. Nucleic Acids Res. 2017;45(1):127-41.

3. Hamdan FH, Johnsen SA. DeltaNp63-dependent super enhancers define molecular identity in pancreatic cancer by an interconnected transcription factor network. Proc Natl Acad Sci U S A. 2018;115(52):E12343-E52.

4. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012;9(7):676-82.

5. Rasband WS. ImageJ [Online]. <https://imagejnet/>. 1997.

6. Parslow A, Cardona A, Bryson-Richardson RJ. Sample drift correction following 4D confocal time-lapse imaging. J Vis Exp. 2014(86).

7. Uwe Schmidt MW, Coleman Broaddus & Gene Myers Cell Detection with Star-Convex Polygons BT Medical Image Computing and Computer Assisted Intervention – MICCAI 2018:265–73.

8. Weigert MS, U.;Haase, R.; Sugawara K.; Myers, G. Star-convex Polyhedra for 3D Object Detection and Segmentation in Microscopy. IEEE Winter Conference on Applications of Computer Vision (WACV). 2020:3655–62.

9. Tinevez JY, Perry N, Schindelin J, Hoopes GM, Reynolds GD, Laplantine E, et al. TrackMate: An open and extensible platform for single-particle tracking. Methods. 2017;115:80-90.

10. Hunter JD. Matplotlib: A 2D Graphics Environment. Comput Sci Eng 2007;9:90-5.

11. McKinney W. Data Structures for Statistical Computing in Python. . 2010:56–61.

12. Virtanen P, Gommers R, Oliphant TE, Haberland M, Reddy T, Cournapeau D, et al. SciPy 1.0: fundamental algorithms for scientific computing in Python. Nat Methods. 2020;17(3):261-72.

13. Harris CR, Millman KJ, van der Walt SJ, Gommers R, Virtanen P, Cournapeau D, et al. Array programming with NumPy. Nature. 2020;585(7825):357-62.

14. Clark AG, Maitra A, Jacques C, Bergert M, Perez-Gonzalez C, Simon A, et al. Self-generated gradients steer collective migration on viscoelastic collagen networks. Nat Mater. 2022;21(10):1200-10.

15. Lin W, Noel P, Borazanci EH, Lee J, Amini A, Han IW, et al. Single-cell transcriptome analysis of tumor and stromal compartments of pancreatic ductal adenocarcinoma primary tumors and metastatic lesions. Genome Med. 2020;12(1):80.

16. Moncada R, Barkley D, Wagner F, Chiodin M, Devlin JC, Baron M, et al. Integrating microarray-based spatial transcriptomics and single-cell RNA-seq reveals tissue architecture in pancreatic ductal adenocarcinomas. Nat Biotechnol. 2020;38(3):333-42.

17. Peng J, Sun BF, Chen CY, Zhou JY, Chen YS, Chen H, et al. Single-cell RNA-seq highlights intra-tumoral heterogeneity and malignant progression in pancreatic ductal adenocarcinoma. Cell Res. 2019;29(9):725-38.

18. Steele NG, Carpenter ES, Kemp SB, Sirihorachai VR, The S, Delrosario L, et al. Multimodal Mapping of the Tumor and Peripheral Blood Immune Landscape in Human Pancreatic Cancer. Nat Cancer. 2020;1(11):1097-112.

19. Schlesinger Y, Yosefov-Levi O, Kolodkin-Gal D, Granit RZ, Peters L, Kalifa R, et al. Single-cell transcriptomes of pancreatic preinvasive lesions and cancer reveal acinar metaplastic cells' heterogeneity. Nat Commun. 2020;11(1):4516.

20. Chijimatsu R, Kobayashi S, Takeda Y, Kitakaze M, Tatekawa S, Arao Y, et al. Establishment of a reference single-cell RNA sequencing dataset for human pancreatic adenocarcinoma. iScience. 2022;25(8):104659.

21. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15-21.

22. Anders S, Pyl PT, Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166-9.

23. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

24. Ge SX, Jung D, Yao R. ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics. 2020;36(8):2628-9.

25. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 2015;43(7):e47.

26. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545-50.

27. Korotkevich GS, V.; Budin, N.; Shpak, B.; Artyomov, M.N.; Sergushichev A. Fast gene set enrichment analysis. bioRxiv 060012. 2021.

28. GSEA: GSEA [Internet]. 2021. Available from: <https://rdrr.io/bioc/clusterProfiler/man/GSEA.html>.

29. Hamdan FH, Abdelrahman AM, Kutschat AP, Wang X, Ekstrom TL, Jalan-Sakrikar N, et al. Interactive enhancer hubs (iHUBs) mediate transcriptional reprogramming and adaptive resistance in pancreatic cancer. Gut. 2023;72(6):1174-85.

30. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357-9.

31. Robinson JT, Thorvaldsdottir H, Winckler W, Guttman M, Lander ES, Getz G, et al. Integrative genomics viewer. Nat Biotechnol. 2011;29(1):24-6.

32. Feng J, Liu T, Qin B, Zhang Y, Liu XS. Identifying ChIP-seq enrichment using MACS. Nat Protoc. 2012;7(9):1728-40.

33. Ross-Innes CS, Stark R, Teschendorff AE, Holmes KA, Ali HR, Dunning MJ, et al. Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature. 2012;481(7381):389-93.

34. Afgan E, Baker D, Batut B, van den Beek M, Bouvier D, Cech M, et al. The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. Nucleic Acids Res. 2018;46(W1):W537-W44.

35. Oki SO, T. ChIP-Atlas. 2015 [Available from: <https://chip-atlas.org>.

# Supplementary material for: Epigenetic context defines the transcriptional activity of canonical and noncanonical NF-κB signaling in pancreatic cancer
**Source:** Cell Death Discov. 2026 Mar 17;12:152. doi: 10.1038/s41420-026-03019-9

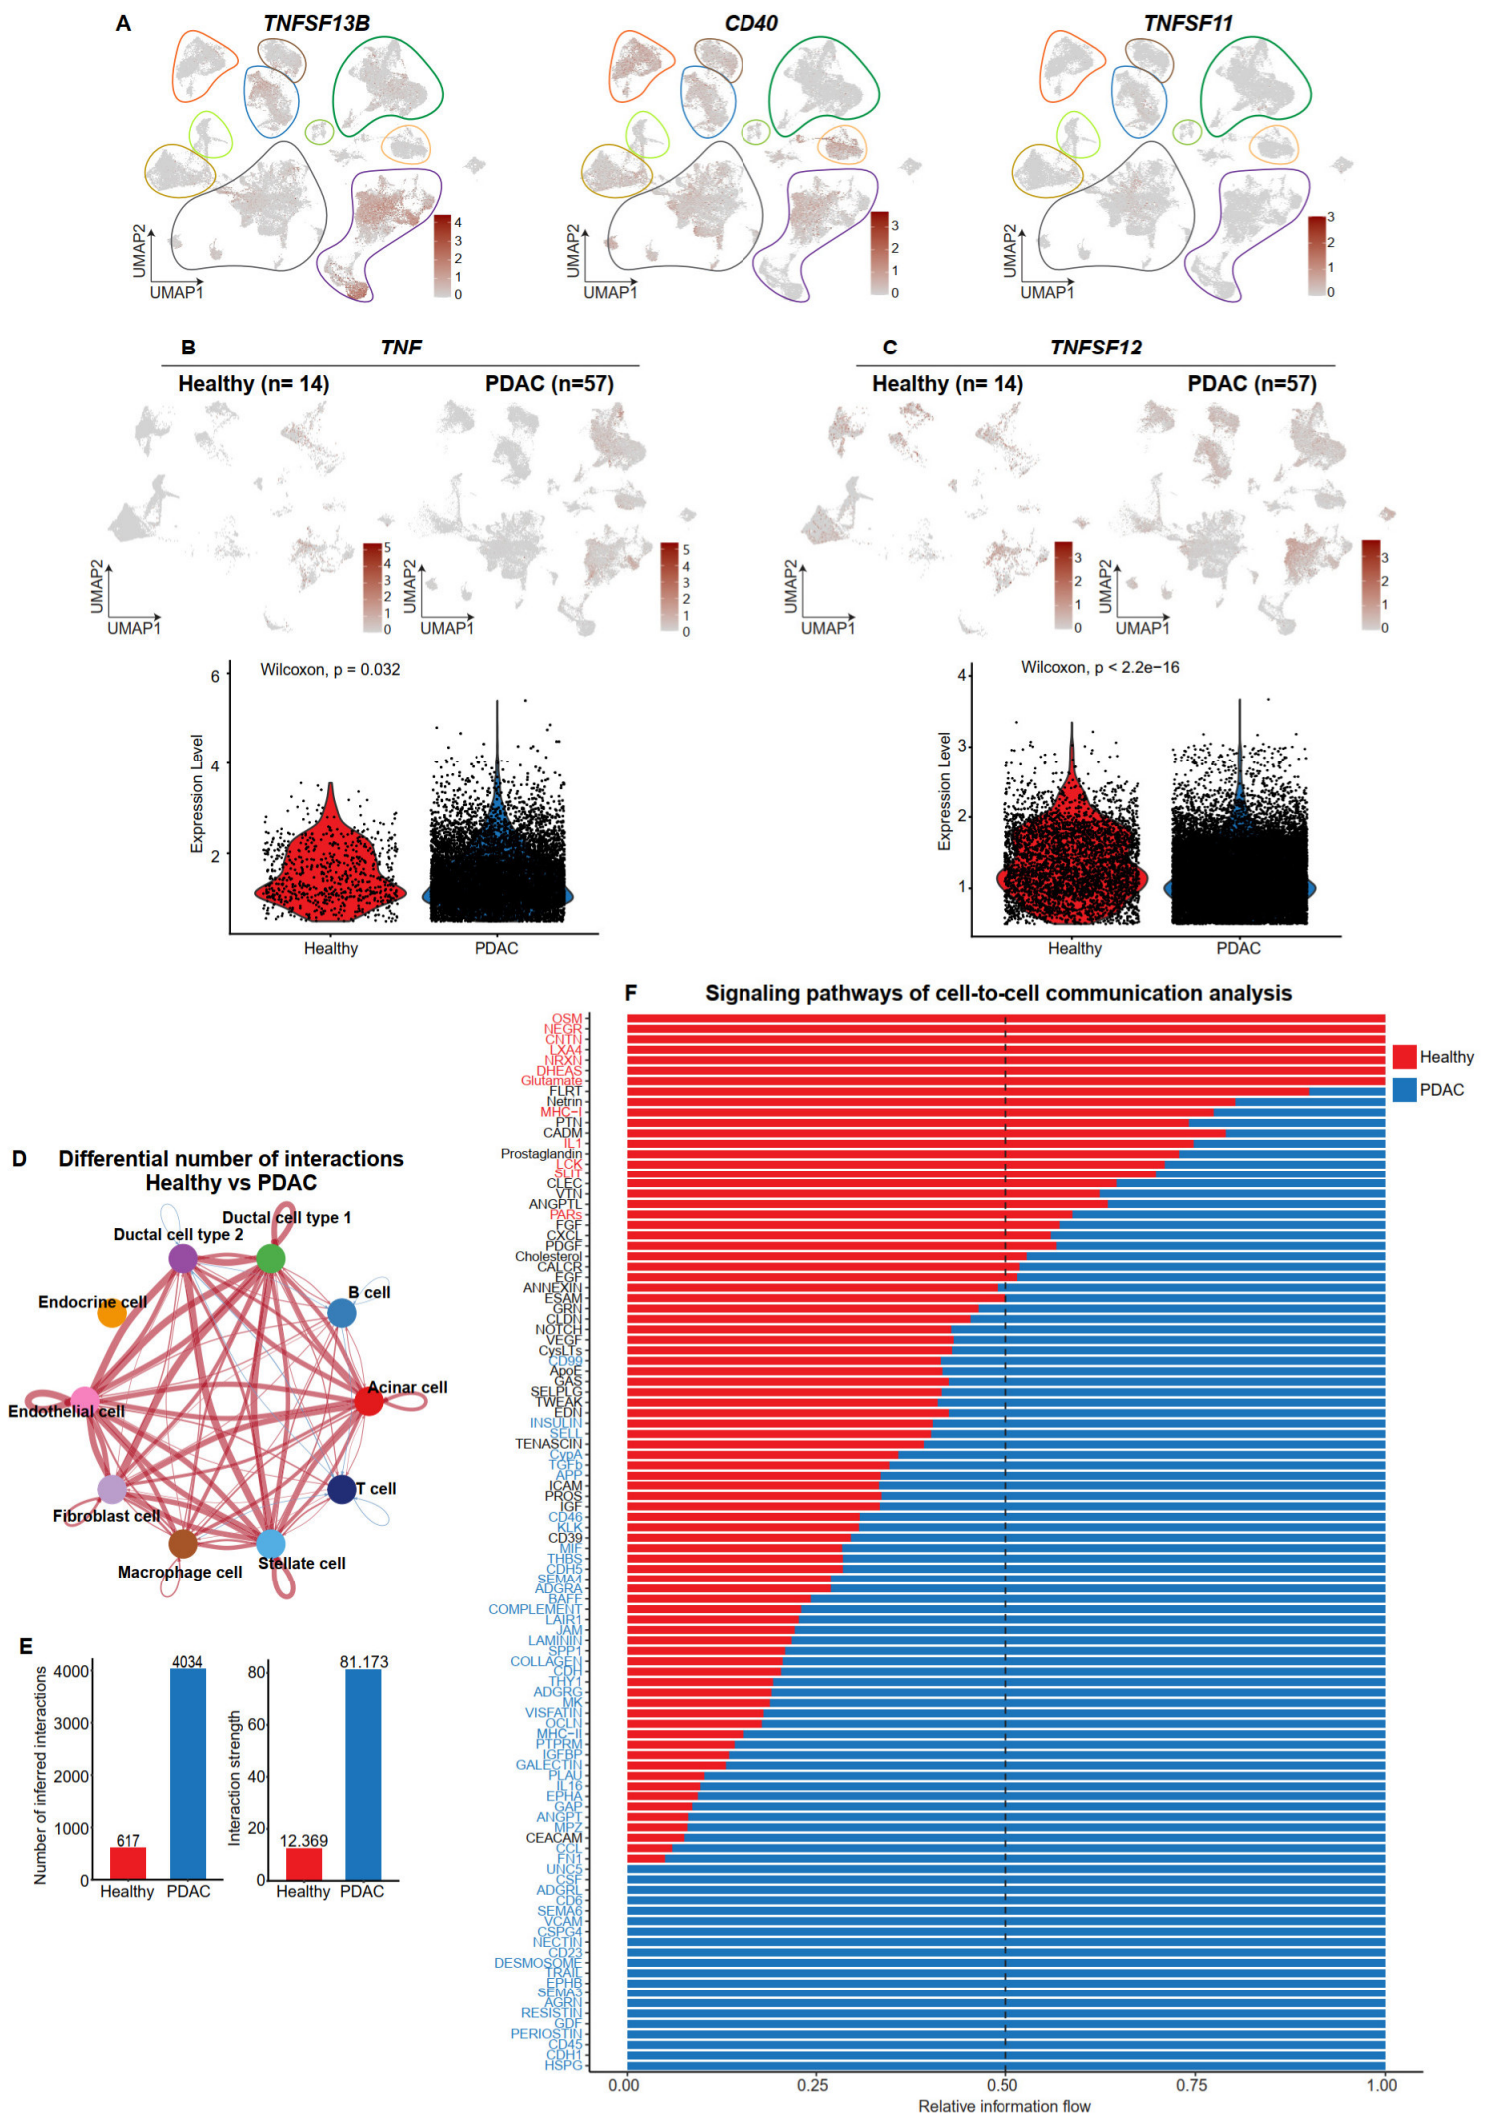

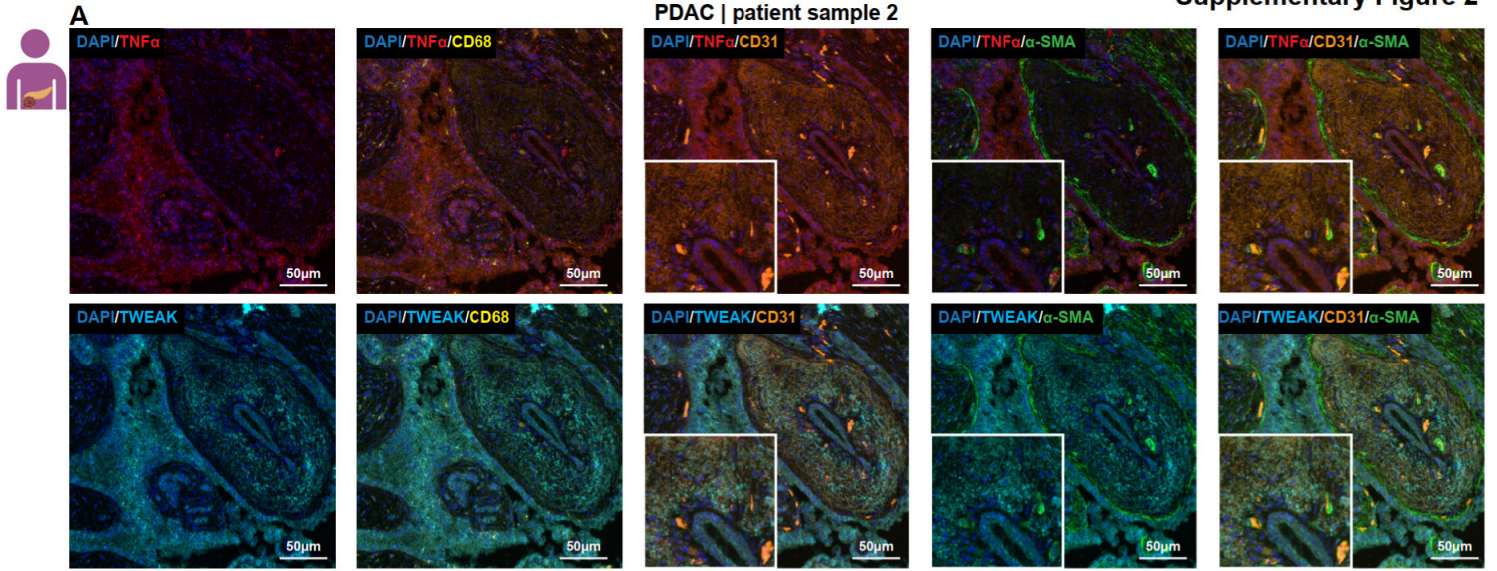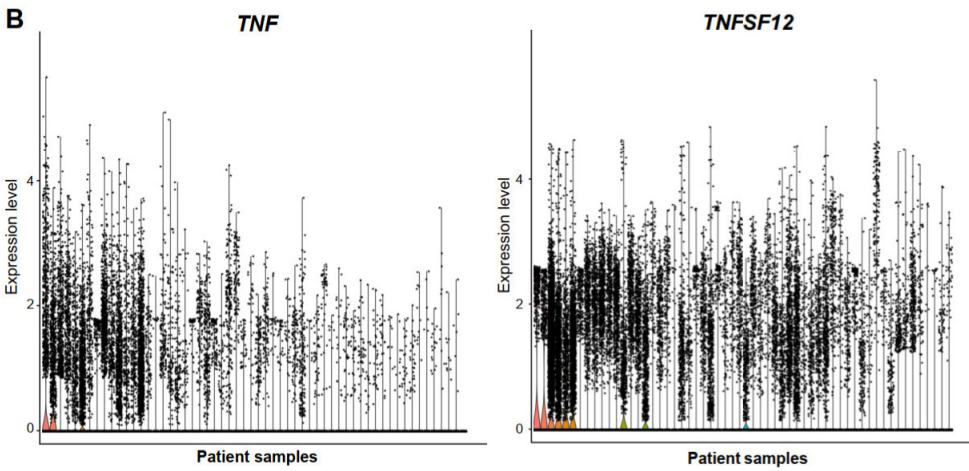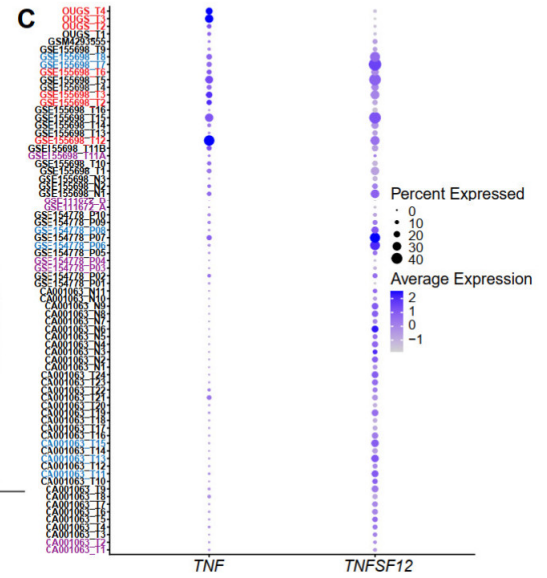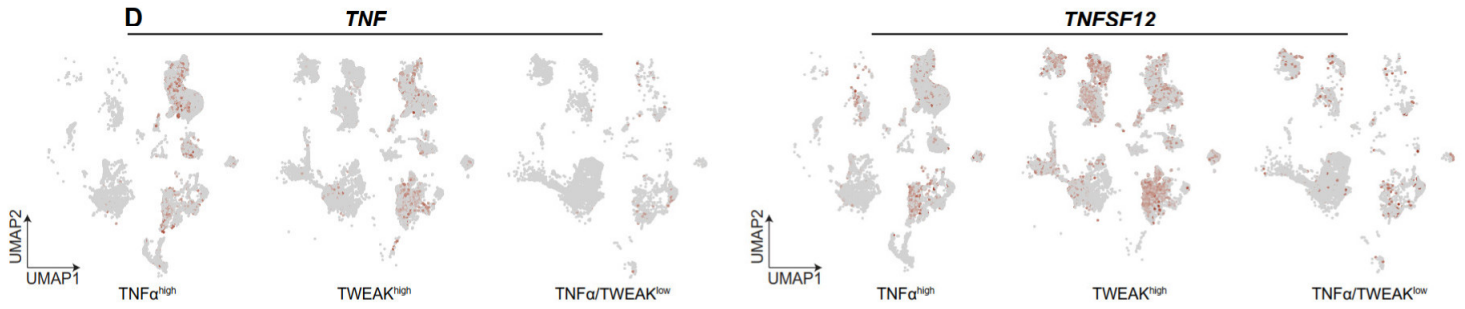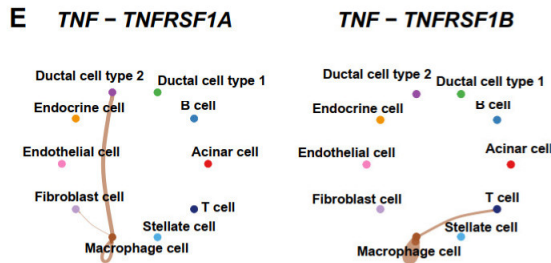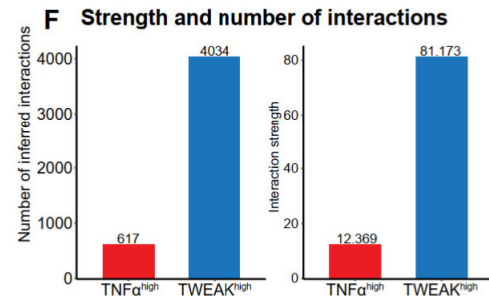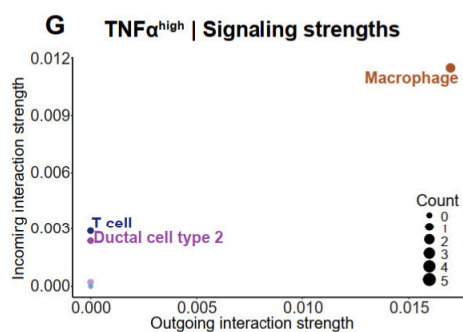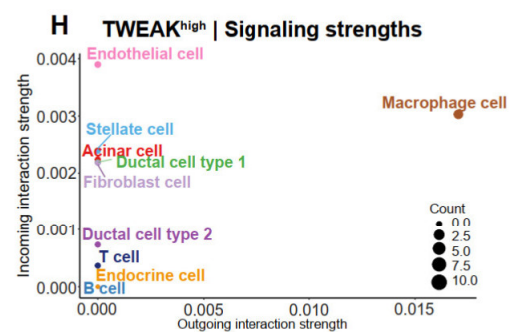

A

Ductal cell type II | PDAC cell population

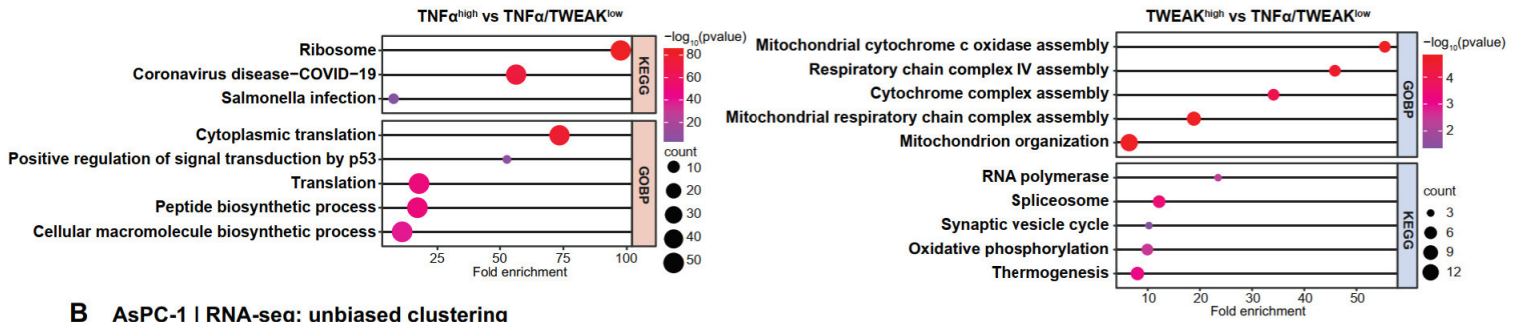

## B AsPC-1 | RNA-seq: unbiased clustering

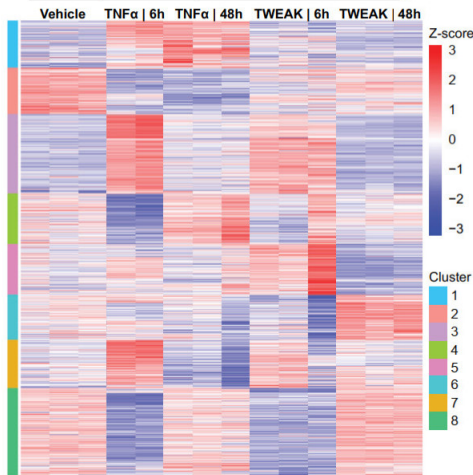

## C Gene ontology

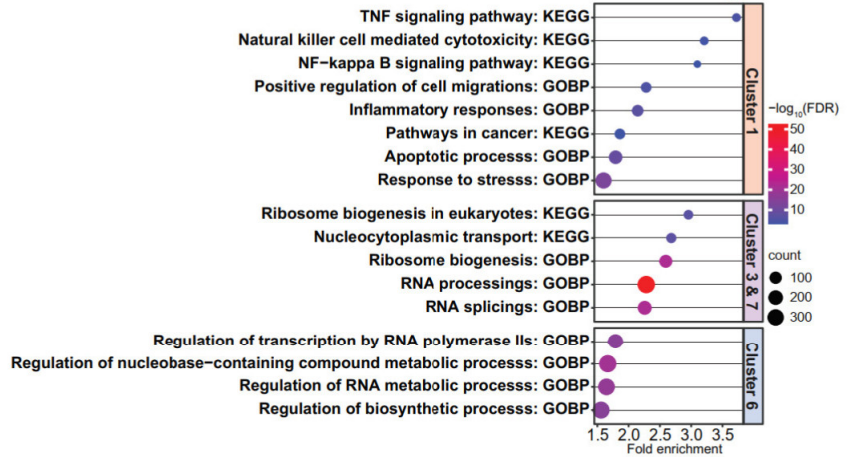

L3.6pl

## D Gene ontology | RNA-seq

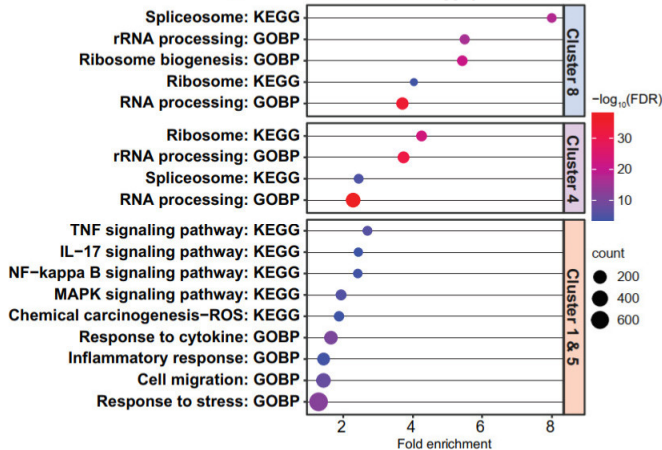

## E Cluster 8 | TWEAK unique (6 hr; n = 967)

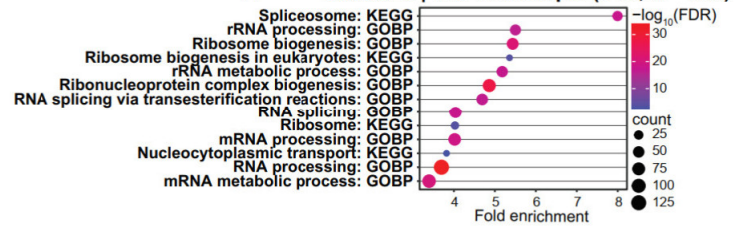

## F Cluster 2 | TNFα low (6 hr; n = 2,174)

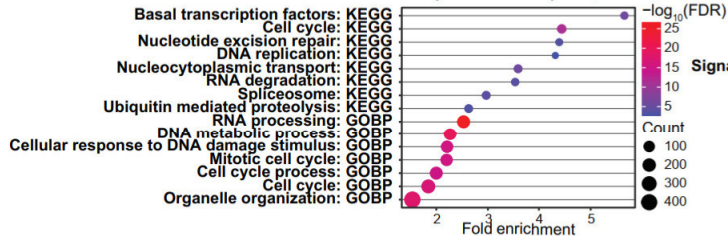

## G Cluster 3 | TNFα and TWEAK low (6 hr; n = 1,911)

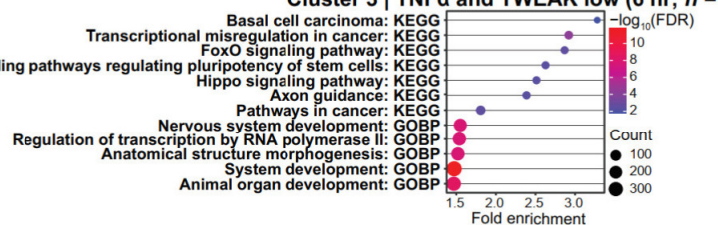

## H Cluster 6 | TWEAK low (6 hr; n = 1,039)

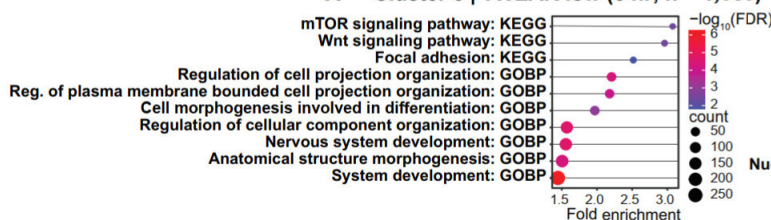

## I Cluster 7 | TNFα and TWEAK low (6 hr; n = 3,096)

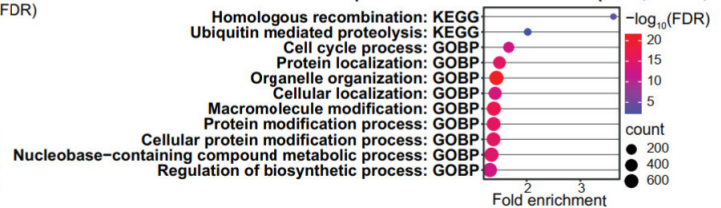

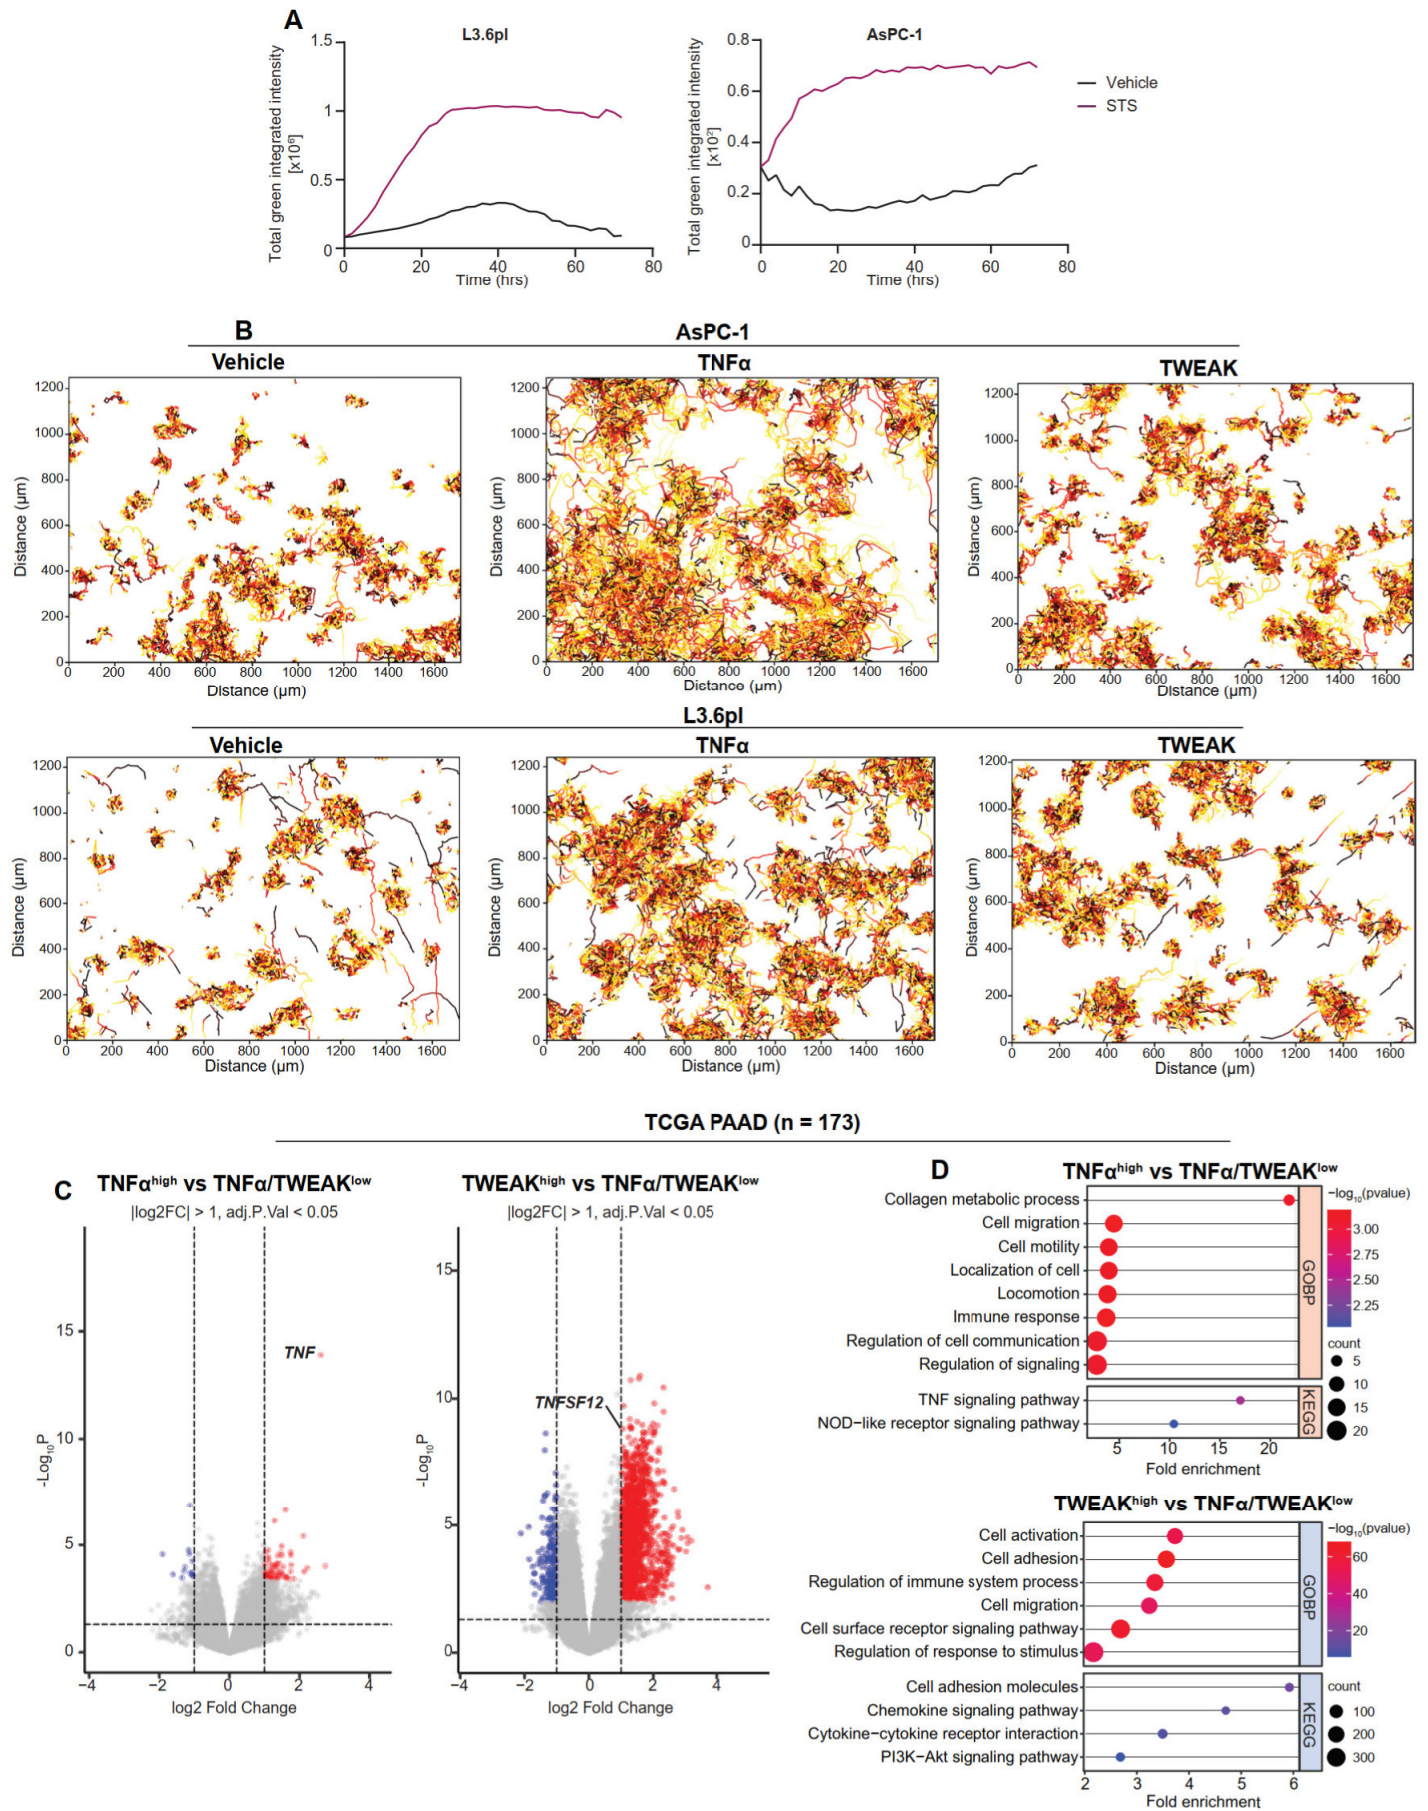

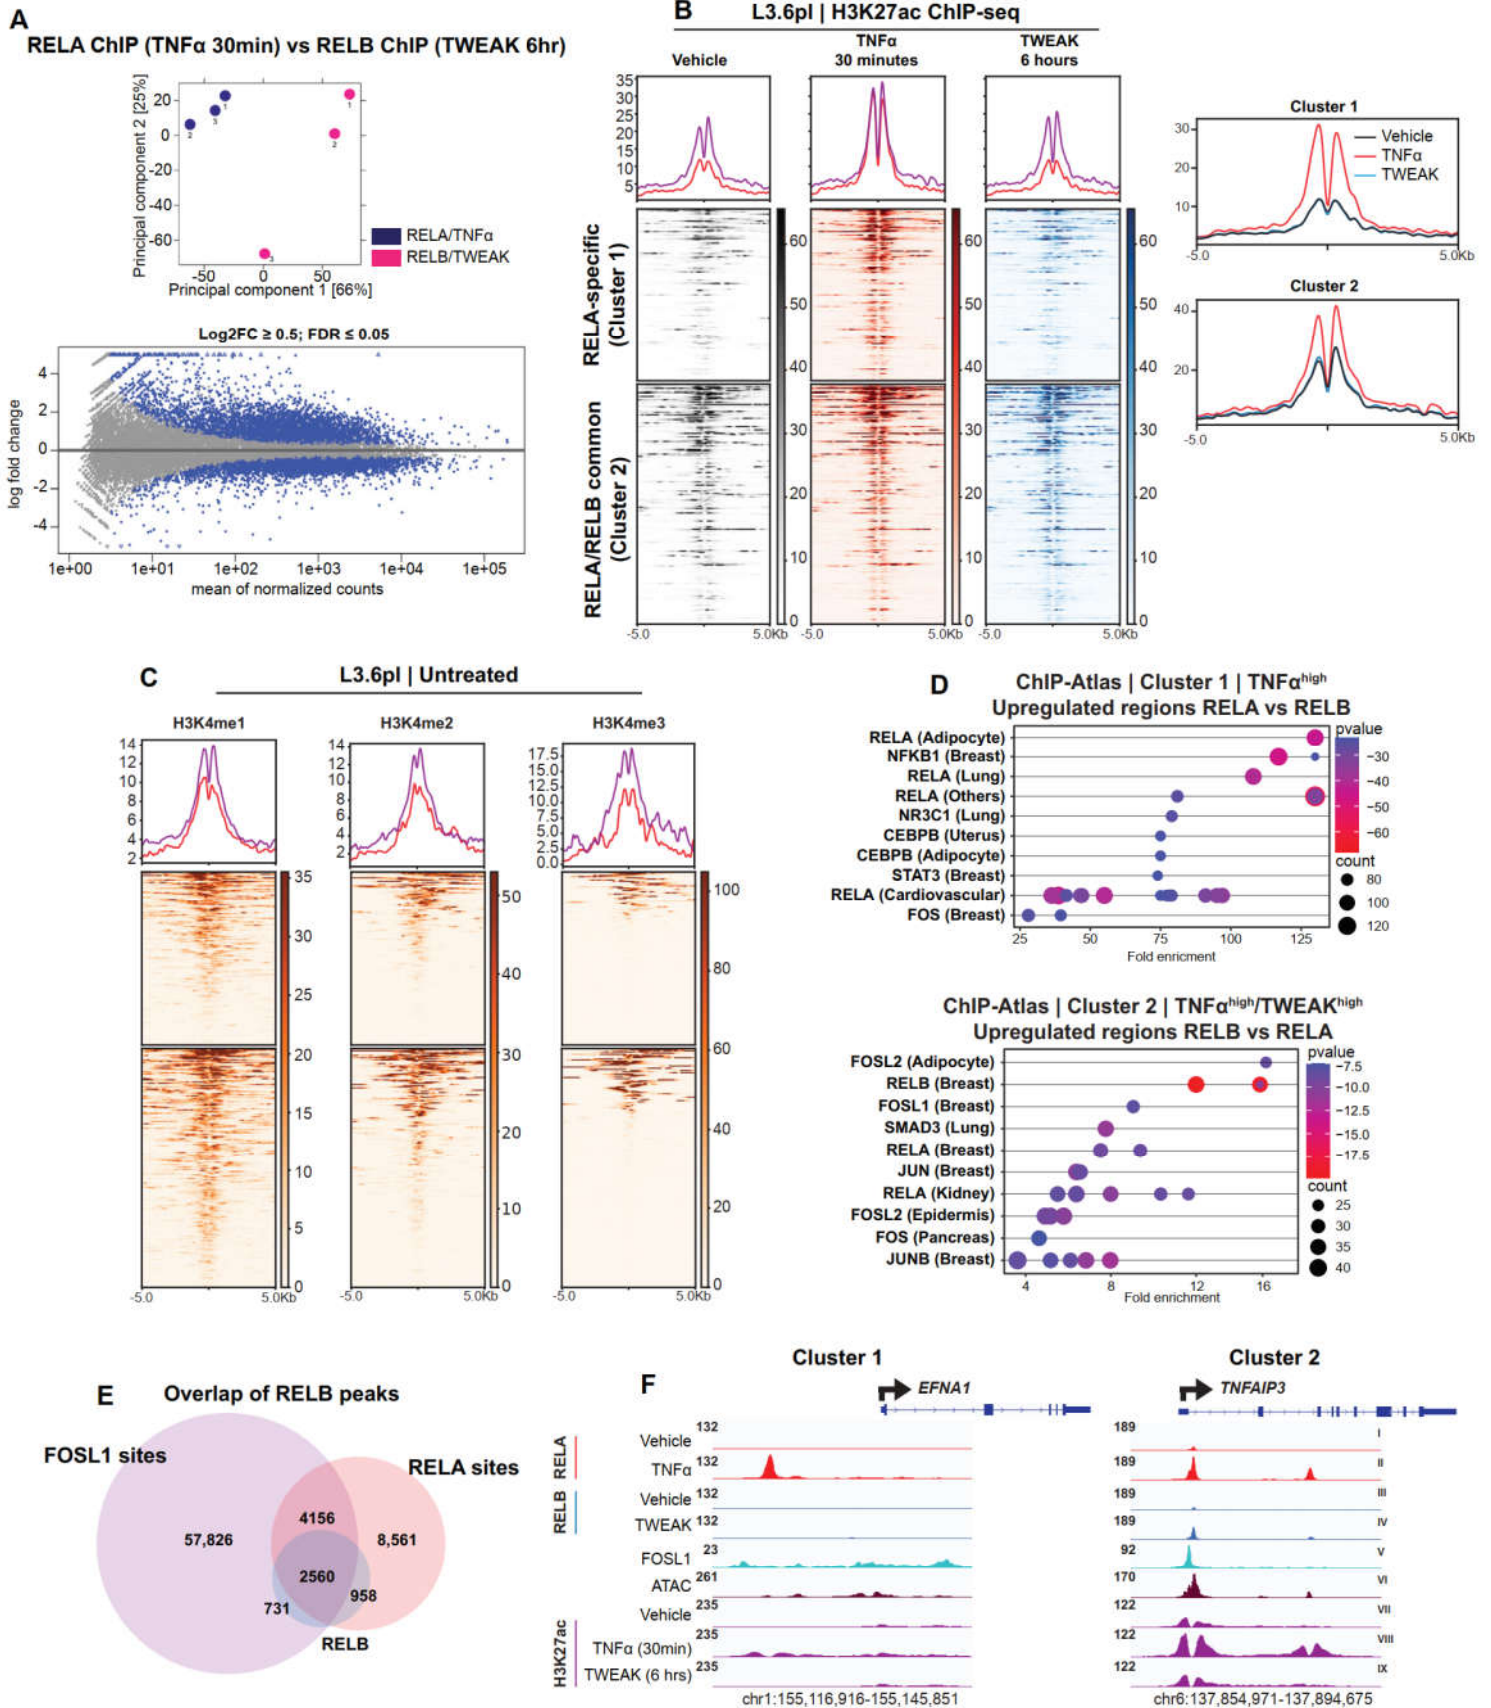

**Supplement:** Supplementary file 2 — Supplementary Figures S1-5

How the deposited data were processed for this re-analysis (not part of the article)

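The data are ChIP-seq peak lists from L3.6pl cells for RELA, RELB, H3K27ac and FOSL1. They comprise 48 samples in 16 conditions of 3 replicates, mapped to conditions by their labels and the paper. The authors mapped reads to hg38 with Bowtie2 and called peaks with MACS2 against input chromatin, with 1 list of merged replicates per condition. For RELA at 30 min of TNFα it is not settled that all 3 replicates were merged. There were 11 lists of narrow peaks and 5 lists of broad H3K27ac peaks. The deposited fold enrichment of a peak is the authors' ratio of ChIP reads over input. The deposited −log10 q and the score, which is derived from it, are the authors' significance of a peak, and in the broad lists they are averaged over the peak. The 16 columns of the deposited −log10 p, 1 in each list, were not used. The paper's text names no blacklist of repeat regions and no MACS2 version, and it does not say how reads with several matches were treated.

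From the lists, peaks on chromosomes 1 to 22, X and Y were kept. Merging overlapping peaks of 1 list changed nothing (0 peaks merged), and no peak lay past the end of a chromosome. Overlaps were computed with own code on Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and the reference was read with pysam 0.24.0. An overlap needs at least 1 bp, the default of bedtools intersect, which the paper used. For the RELA regions shared with RELB, own code and bedtools 2.31.1 both gave 3072 regions. Shares carry an exact (Clopper-Pearson) 95% interval, ratios of region numbers an exact interval from the binomial distribution, and odds ratios Fisher's exact test. Gain against loss of H3K27ac was tested with an exact McNemar test. Intervals and tests treat regions as units. Regions are not replicates, so they describe these lists and do not measure the spread between replicates. The depth per sample is unknown, and no interval covers it.

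Random placement was repeated 100 times on the same chromosomes. H3K27ac was assigned within 500 bp of a summit. FOSL1 regions outside every RELA and RELB list served as comparison. Motifs were counted in the 200 bp around a RELA summit, and 5 consensus sequences were tested. Genes of the paper's lists were matched by name to GENCODE 44 and tested for a region within 50 kb of a transcription start site. The genes and regions named were fixed before the data were examined: the 6 genes whose tracks the paper shows, and the 5 strongest common and 5 strongest RELA-only regions by RELA fold enrichment, with their nearest protein-coding gene. The 4 further common regions outside tandem repeats, beside TNFRSF10B, SMAD1, ACBD6 and TICAM1, were chosen after their values were seen. The tests of the main results and 90 alternatives were also fixed before the data were examined. Of the 25 tests of explanations in the closing section, 17 were chosen after the results they measure had been seen. The alternatives covered a stricter q, a fold enrichment minimum, the strongest peaks alone, other minimum overlaps, regions not called in vehicle, other H3K27ac and motif windows, matching on RELA fold enrichment, and other distances to genes.

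The split by tandem repeats was added after the data had been seen. The self-match of the 1000 bp around a summit was computed at shifts of 1 to 400 bp. A limit of 0.5 was used at first and 0.4 was then taken from the low point between the peaks of the distribution of scores. Both limits were run for the 16 main results, and 2.63% of the random windows reach 0.5. Other comparisons outside tandem repeats used 0.4 alone. The split describes the sequence, not whether a read was placed correctly.

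The functions were tested on simulated data. For lists of 11000 regions made with an odds ratio of 4 for FOSL1 overlap in common against RELA-only regions, 4.10 was recovered, and 2% of lists made without a difference passed the threshold of 0.05. Of 2000 random sequences, 2.6% were called for the AP-1 motif and 4.6% for the NF-κB motif, and all sequences with a planted site were called. All of 300 simulated alpha satellite sequences and 0 of 300 random sequences were placed in tandem repeats.

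HOMER and ChIP-Atlas were not run. DiffBind, signal heatmaps, ATAC-seq and the H3K4 methylation data need reads or tracks that were not used here. The clusters of the paper were therefore replaced by common and RELA-only regions of the peak lists.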

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

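Every test in this part uses the split by tandem repeats, which was made after the data had been seen, and the tests of the repeats, of the antibody-independent signal, of list length by treatment, of sites near the calling threshold and of the change between the TWEAK times were themselves chosen only after the result was seen, while that of the NF-κB motif within the repeats was written before its own value was seen.

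Of the RELB regions in vehicle, 92.8% lay in tandem repeats, against 4.17% of random windows of the genome. The paper does not report on the repeat content of its peak lists. Binding of RELB to NF-κB motifs within these repeats is argued against by the motif, which was present at 2.89% of their summits and 3.11% of their flanks (Fisher's exact test, two-sided, p = 0.525). A signal that does not depend on the antibody remains open: 53.7% (52.1 to 55.3) of these regions were also called with the RELA antibody in vehicle, above the limit of 50% set for this test. A signal from the sequence itself could give this for part of them. For this list the test separates weakly, as 51.0% of the RELB vehicle regions outside tandem repeats were shared with RELA too. Sharing with the vehicle list of the other antibody differed more in the other lists examined. It was 81.3% in repeats and 34.9% outside for RELA in vehicle, and 69.5% and 20.2% for RELB at 6 h of TWEAK. For RELA at 30 min of TNFα it was 75.0% and 2.49%. Read placement in repeats, copy number of the cells and the input were not tested, and no biological explanation was tested beyond the motif.

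At 30 min of TWEAK, 383 RELA regions lay outside the vehicle list and outside tandem repeats (385 when vehicle regions in repeats are left out of the comparison), and they had the NF-κB motif at 69.5% of their summits, against 5.87% in their flanks (Fisher's exact test, two-sided, p = 2.31e-116). The paper describes no RELA recruitment by TWEAK. Tandem repeats hold most of the 916 RELA regions outside the vehicle list (58.2%, exact 95% interval 54.9 to 61.4) and remain a candidate source of that part. The other 383 lie outside repeats by the way they were chosen, so their motif is no test of repeats. Nor does the motif by itself show a net gain. At 6 h of TWEAK, 188 RELA regions outside repeats were called only after treatment and 172 only in vehicle. The 186 regions chosen there in the same way still had the motif at 40.3% of summits, against 8.06% in flanks. In repeats the ratio to vehicle at 30 min of TWEAK was 0.822 (0.775 to 0.871). That argues against a deeper or looser list only if peaks in repeats rise with depth, which was not tested. For RELA at 6 h of TWEAK the ratio was 1.26 in repeats and 1.04 outside them. At 30 min of TWEAK, 2.75 regions were called only after treatment per region called only in vehicle (exact McNemar test, two-sided, p = 1.87e-27). Sites near the calling threshold that pass in either list by chance would give equal numbers, which argues against them as the whole source. This imbalance restates the longer list outside repeats and adds no separate evidence. Of these 383 regions, 94.0% overlapped a RELA region of 30 min of TNFα. A weak and early RELA response to TWEAK is a hypothesis that these lists leave open, as are a stimulus shared by the cultures and a mixed sample, which were not tested.

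For RELB at 6 h of TNFα, 234 regions outside the vehicle list and outside tandem repeats (236 when vehicle regions in repeats are left out of the comparison) had the NF-κB motif at 62.0% of their summits, against 6.41% in the flanks (Fisher's exact test, two-sided, p = 5.99e-57). Tandem repeats hold 74.9% (71.9 to 77.6) of the 931 regions outside the vehicle list and remain a candidate source of that part, and here too the motif in the others is no test of repeats. List length in repeats was 0.823 (0.785 to 0.863) times that in vehicle. Here too this argues against a deeper or looser list only if peaks in repeats rise with depth. Outside repeats, 1.89 regions were called only after treatment per region called only in vehicle (exact McNemar test, two-sided, p = 5.40e-09). That argues against chance at the threshold as the whole source, but here too it restates the longer list outside repeats. Of the 234 regions, 82.1% overlapped the RELB list of 6 h of TWEAK. Late RELB binding after TNFα is a hypothesis; a reaction of the RELB antibody with other NF-κB subunits was not tested.

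Outside tandem repeats, H3K27ac peaks at the RELB regions of 6 h of TWEAK were lost more often than gained at 30 min of TWEAK and gained more often than lost at 6 h. The comparison regions lost more peaks than they gained at both times (0.154 and 0.323 gained per lost), so relative to them the RELB regions had the higher ratio at 30 min too. The odds ratio of gain against loss, 6 h against 30 min, was 7.93 (Fisher's exact test, two-sided, p = 5.33e-15). Over all RELB regions it was 0.660, in the opposite direction, so the difference holds only for regions outside tandem repeats, a split made after the data had been seen. H3K27ac lists of different length are argued against as the whole cause: at the comparison regions the odds ratio was 2.09, and the ratio of the odds ratios was 3.79 (Breslow-Day test of homogeneity, an approximate and not an exact test, p = 2.15e-06). The time after TWEAK stays open as a biological explanation and was not tested across replicates.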

How the results depend on the processing

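The tests outside tandem repeats were chosen only after the result was seen, and the 90 others were set before the data were examined. No paired analysis was possible because each condition has 1 merged peak list, so there are no separate replicates to pair. For the same reason no replicate was left out. The names of the peaks in the RELA list of 30 min of TNFα carry the label of replicate 1, and no other list of that condition was used.

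Of the 90 alternatives set beforehand over 16 results, 62 kept their direction and their side of the threshold or stayed within the counting interval, 21 moved, 3 lost significance and 4 reversed. Merging moved nothing because no peaks overlapped, so it says nothing about stability. The stricter q for the RELA, RELB and FOSL1 lists changed none of its 11 results.

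With the 150 strongest RELA-only regions against all common regions, the odds ratio for basal H3K27ac reversed to 0.666. That for the AP-1 motif fell to 1.16, no longer past the threshold. The sides are unmatched in strength in this setting, and the cause was not tested. With H3K27ac peaks overlapping the region itself, gain per loss at RELB regions of 6 h of TWEAK reversed to 0.853, and with H3K27ac peaks at q of at most 0.001 to 0.738; the cause was not tested. Among treatment-gained regions the odds ratio for the NF-κB motif reversed to 3.20, and the shares moved to 54.9% (RELB shared with RELA), 11.0% (RELA shared with RELB), 60.6% (FOSL1 at RELB) and 49.4% (FOSL1 at RELA). The AP-1 odds ratio was 1.04 with a 400 bp window and 1.11 when matched on RELA fold enrichment, neither past the threshold; the cause was not tested. Among treatment-gained regions it was higher, at 3.41.

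With a fold enrichment of at least 5, the RELB ratio of 6 h of TWEAK to vehicle was 1.48, the RELA to RELB ratio 2.57, the shared shares 72.8% and 28.3%, and the FOSL1 shares 57.3% (RELB) and 38.6% (RELA). With the 3000 strongest peaks the shared shares were 45.6% and 45.4% and the FOSL1 shares 81.8% and 66.9%. With the 20000 strongest FOSL1 peaks the FOSL1 shares were 48.7% and 31.7%, by construction from fewer peaks. They were 77.0% and 54.8% with an overlap of 50% of the shorter region, and 76.5% and 55.4% with summits within 250 bp. Counting RELA regions that overlap FOSL1 but not RELB gave 34.9%.

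Outside tandem repeats (in brackets at the higher self-match), 14 of the 32 values moved and 2 reversed. The ratios to vehicle were 18.9 (11.9) for RELA at 30 min of TNFα and 5.54 (2.83) for RELB at 6 h of TWEAK, and the RELA to RELB ratio was 5.07 (4.51). The shared shares were 79.9% (78.1%) of RELB and 15.7% (17.3%) of RELA regions, and the FOSL1 shares 63.5% (65.1%) and 48.7% (49.7%). The NF-κB odds ratio reversed to 2.81 (1.96). Its size depends on where the limit is set, as do those of both ratios to vehicle.

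The unknown depth limits every comparison of list lengths, and a peak gained or lost between lists can be a small change around the calling threshold.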

Differences from the paper's values

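Of the tests in this part, those outside tandem repeats and the counts of the 3-way overlap were chosen only after the result was seen.

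The paper reports that 27% of RELA-occupied regions intersected with FOSL1, and here 58.0% of the RELA regions of 30 min of TNFα did. Of the alternatives set before the data were examined, a fold enrichment of at least 5 (38.6%), the 20000 strongest FOSL1 peaks (31.7%) and RELA regions that overlap FOSL1 but not RELB (34.9%) came within 1.5 times of the paper's value. A q of at most 0.001 (57.1%), the 3000 strongest peaks (66.9%), an overlap of 50% of the shorter region (54.8%), summits within 250 bp (55.4%), unmerged peaks (58.0%) and treatment-gained regions (49.4%) did not. For RELB the paper reports 77% and the value here was 78.9%. Of the settings that came within 1.5 times of the paper's RELA value, the ones also run for RELB took its share away from the paper's. It was 48.7% with the 20000 strongest FOSL1 peaks, more than 1.5 times below the paper's, and 57.3% with a fold enrichment of at least 5. A counterpart of the remaining setting, RELB regions that overlap FOSL1 but not RELA, was not among the alternatives.

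The paper describes selective RELB binding at the later TWEAK time. Here the RELB list of 6 h of TWEAK was 0.988 times as long as in vehicle over all regions. With a fold enrichment of at least 5, set before the data were examined, it was 1.48 (1.40 to 1.56) times as long. Outside tandem repeats, a split chosen after seeing the values, the ratio was 5.54, and 2.83 at the higher self-match. The paper describes no RELA recruitment after TWEAK, and here RELA regions outside tandem repeats at 30 min of TWEAK were 1.56 times as many as in vehicle (0.929 over all regions). For RELB, the paper describes no significant binding after TNFα, and at 6 h of TNFα the ratio outside tandem repeats was 1.39 (0.864 over all regions). Both of these excesses outside repeats are smaller at the higher self-match, and for RELB little remains. There 68.1% of the RELA regions at 30 min of TWEAK and 75.6% of those in vehicle lay in repeats. For RELB the shares were 79.5% at 6 h of TNFα and 83.4% in vehicle. The paper describes enhanced H3K27ac after ligand treatment at regions bound by RELA and not RELB. Its text does not rank them against common regions, so the values that follow are no difference from it. Among regions without a peak in vehicle, a gain after 30 min of TNFα was less frequent at RELA-only than at common regions (odds ratio 0.525). RELA-only regions nevertheless had more gained per lost peak after 30 min of TNFα (8.90 against 3.69, and 13.7 against 6.58 outside tandem repeats). After 6 h of TNFα that order held over all regions (4.46 against 2.98) and reversed outside tandem repeats (7.77 against 49.3). CXCL8 is shown as a RELA-specific locus, and it has no RELB region here, but RELA was called there after TWEAK as well, and the gene is in the paper's common list.

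The DiffBind numbers and the clusters were not recomputed, since read counts were not used here. Several ways of counting the 3-way overlap of FOSL1, RELA and RELB were compared with the numbers in Fig. S5E, and none gave the same set of numbers.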

Other observations

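The tests outside tandem repeats, the test of RELB regions in vehicle and the tests of H3K27ac at RELB regions outside the RELA list were chosen only after the result was seen, while those by RELA fold enrichment, by list length and of the gene lists were chosen before.

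FOSL1 overlapped common regions more often than RELA-only regions. Stronger RELA binding at common regions is argued against as the whole cause, since within deciles of RELA fold enrichment the odds ratio was 6.57 (5.87 to 7.36), and so are the repeats, since outside them it was 2.69, though lower than over all regions. For basal H3K27ac the corresponding odds ratios were 1.69 (1.54 to 1.85) and 2.24, so neither explanation accounts for that difference by itself. Repeats may raise the FOSL1 difference, as 96.8% of the 1130 RELB regions called in all 10 lists lie in them and 98.8% overlap FOSL1.

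RELB regions of 6 h of TWEAK overlapped FOSL1 more often than RELA regions of 30 min of TNFα. The test set first for RELB regions already called in vehicle compared the 60.6% (58.3 to 62.8) of RELB regions outside the vehicle list with all RELA regions (58.0%, 57.1 to 58.9), and in that form the intervals overlap, so presence in vehicle could account for the difference. The comparison with RELA regions outside their own vehicle list (49.4%), which treats both alike, was added after those values were seen and leaves a difference. List length is argued against, as 64.4% of equally many strongest RELA regions overlapped FOSL1, below the RELB share. Outside tandem repeats the share was 63.5% for RELB and 48.7% for RELA, which argues against repeats as the whole cause.

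The RELB list in vehicle was as long as that of 6 h of TWEAK. Peaks in tandem repeats called in either condition are a candidate explanation, as the ratio outside them was 5.54 (4.89 to 6.29). In repeats the ratio was 0.634 (0.602 to 0.668). That argues against a deeper or looser list at 6 h of TWEAK only if peaks in repeats rise with depth, which was not tested. By that measure a deeper list is not excluded for RELA at 30 min of TNFα, with a ratio of 1.15 (1.09 to 1.22) in repeats. The lower frequency of the NF-κB motif at common regions may also come from tandem repeats, as the odds ratio was 2.81 outside repeats (Fisher's exact test, two-sided, p = 2.52e-60). The early RELB lists bear on the same point: outside repeats they were shorter than in vehicle at 30 min of TNFα (0.517) and of TWEAK (0.439), which a difference in depth could also give, as in repeats they were shorter too (0.705 and 0.600).

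After 30 min of TNFα, RELB regions of 6 h of TWEAK gained H3K27ac peaks. Whether this comes from the RELA regions they overlap was first tested over all RELB regions outside the RELA list. These gained 2.19 peaks per lost (exact McNemar test, two-sided, p = 5.09e-07), which in that form goes against the explanation. The regions were then split, after this value was seen. In tandem repeats 3.44 peaks were gained per lost (110 and 32). The H3K27ac lists of 30 min held more regions in repeats with either ligand (3575 for TNFα and 3826 for TWEAK) than vehicle (2765). No comparison regions in repeats were tested, so the gain there cannot be told from a difference between the lists. Outside tandem repeats the ratio was 0.60 (15 and 25, exact McNemar test, two-sided, p = 0.154), with no gain against vehicle. The comparison regions outside repeats had a lower ratio, 0.130 gained per lost (odds ratio 4.63, Fisher's exact test, two-sided, p = 2.04e-05). They were not matched on the share with a peak in vehicle, so this does not show a gain at these few regions. Whether RELA overlap accounts for the gain stays open, in tandem repeats and outside them.

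The paper's gene lists hold 626 common and 310 TNFα-specific genes, of which 596 and 297 were matched to GENCODE. By the paper's legend, the 626 genes also include its TWEAK-specific genes, so the common group here is mixed. A RELB region of 6 h of TWEAK lay within 50 kb of a transcription start site for 19.3% of common and 32.7% of TNFα-specific genes (odds ratio 0.493, Fisher's exact test, two-sided, p = 1.36e-05), and a RELA region of 30 min of TNFα for 56.5% and 75.4% (odds ratio 0.424, Fisher's exact test, two-sided, p = 3.06e-08). Pseudogenes, 13.1% of common and 7.41% of TNFα-specific genes, are argued against by protein-coding genes alone, with odds ratios of 0.507 for RELB and 0.389 for RELA. More active chromatin around TNFα-specific genes is argued against as the whole cause by matching on the number of FOSL1 regions, which gave 0.545 (0.387 to 0.768) and 0.406 (0.285 to 0.579). Distance to a start site does not assign a region to its target gene, and no biological explanation was tested.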
